# YTHDC1-mediated microRNA maturation is essential for hematopoietic stem cells maintenance

**DOI:** 10.1038/s41420-024-02203-z

**Published:** 2024-10-16

**Authors:** Hongna Zuo, Jin Liu, Bin Shen, Yue Sheng, Zhenyu Ju, Hu Wang

**Keywords:** Haematopoietic stem cells, Stem-cell research

## Abstract

YTHDC1, a reader of N6-methyladenosine (m^6^A) modifications on RNA, is posited to exert significant influence over RNA metabolism. Despite its recognized importance, the precise function and underlying mechanisms of YTHDC1 in the preservation of normal hematopoietic stem cell (HSCs) homeostasis remain elusive. Here, we investigated the role of YTHDC1 in normal hematopoiesis and HSCs maintenance in vivo. Utilizing conditional *Ythdc1* knockout mice and *Ythdc1/Mettl3* double knockout mice, we demonstrated that YTHDC1 is required for HSCs maintenance and self-renewal by regulating microRNA maturation. YTHDC1 deficiency resulted in HSCs apoptosis. Furthermore, we uncovered that YTHDC1 interacts with HP1BP3, a nuclear RNA binding protein involved in microRNA maturation. Deletion of YTHDC1 brought about significant alterations in microRNA levels. However, over-expression of *mir-125b*, *mir-99b*, and *let-7e* partially rescued the functional defect of YTHDC1-null HSCs. Taken together, these findings indicated that the nuclear protein YTHDC1-HP1BP3-microRNA maturation axis is essential for the long-term maintenance of HSCs.

## Introduction

Hematopoietic stem cells (HSCs) are the cornerstone of lifelong hematopoiesis, ensuring the continuous production of blood cells [1]. Transplantation of HSCs has demonstrated therapeutic potential in regenerative medicine, as well as in the treatment of hematologic malignancies and inherited blood disorders [2]. The enduring presence of HSCs throughout an individual’s lifespan is attributed to their capacity for differentiation and self-renewal [3]. While extensive research has begun to elucidate the molecular mechanisms that govern HSC function [4–14], a comprehensive understanding of the mechanisms underlying their long-term ex vivo maintenance remains elusive.

To date, over 150 distinct chemical modifications have been characterized within RNA molecules [15]. Prominent among these is N6-methyladenosine (m^6^A), which stands as a ubiquitous post-transcriptional modification in eukaryotic mRNA and non-coding RNAs. The functional implications of m^6^A are mediated by a cohort of RNA-binding proteins adept at ‘reading’ the m^6^A mark. These include YTHDF1, YTHDF2, YTHDF3, YTHDC2, eIF3, ELVAL, IGF2BP1, IGF2BP2, IGF2BP3, HNRNPA2B1, and PRRC2A, which collectively influence mRNA stability and translational efficiency [16, 17].

The N6-methyladenosine RNA modification is essential for the proper function and maintenance of HSCs. The m^6^A methyltransferases METTL3 and METTL14, which serve as ‘writers’ of this modification, are indispensable for HSCs homeostasis [18–21]. Notably, some studies have demonstrated that the absence of *Mettl3* or the m^6^A reader *Ythdf2*, but not *Mettl14*, leads to an increase in the number of HSCs [18–20, 22, 23]. Research conducted in Linheng Li’s laboratory and our own has revealed that *Ythdf2* is critically involved in the maintenance and stress response mechanisms of HSCs, primarily through its regulation of mRNA decay. This regulation affects the transcripts that are crucial for the self-renewal capacity of HSCs [22, 23].

YTHDC1, a member of the YTH domain-containing family of proteins, serves as a nuclear RNA reader for N6-methyladenosine (m^6^A) marks. It exerts distinct regulatory effects on key nuclear RNA processes, including splicing, alternative polyadenylation, nuclear export, and decay, in an m^6^A-dependent manner [24, 25]. These functions are critical for the control of gene expression at the post-transcriptional level [24]. The critical role of N6-methyladenosine in the regulation of HSCs maintenance and function suggests a consequential involvement in leukemia pathogenesis. Accordingly, it is well-documented that m^6^A modifications are significantly associated with leukemia development, particularly in the context of acute myeloid leukemia (AML) [26]. Furthermore, the dysregulation of YTHDC1, an m^6^A reader protein, has been implicated in the pathogenesis of AML and in the maintenance of leukemia stem cells (LSCs) [25, 27].

YTHDC1, alternatively termed YT521-B, is a nuclear-localized protein found within YT bodies, which are regions of active transcription associated with RNA processing speckles [28]. This protein has been recognized for its interaction with the splicing factor SRSF3, thereby playing a role in the modulation of RNA splicing [29]. Additionally, YTHDC1 interacts with NXF1, a principal receptor involved in the nuclear export of mRNAs and non-coding RNAs (ncRNAs) that have been modified by N6-methyladenosine [30]. Recent research has highlighted the critical role of YTHDC1 in the maintenance of heterochromatin integrity and genomic stability in embryonic stem cells during early developmental stages. This is achieved through the YTHDC1-mediated gene silencing of specific retrotransposons, including long interspersed element-1 (LINE-1), intracisternal A particles (IAPs), and endogenous retrovirus-K (ERVK) elements. Notably, these RNA transcripts are subject to m^6^A methylation within mouse embryonic stem cells [31, 32].

Despite its established significance in the realm of RNA biology, the specific functions and mechanisms of YTHDC1 within adult hematopoietic stem cells (HSCs) remain to be elucidated. This study presents a comprehensive examination of YTHDC1, a nuclear protein, and its potential role in the maintenance of adult HSCs.

## Results

### YTHDC1 is required for steady-state HSCs and hematopoiesis

To elucidate the function of YTHDC1 in adult hematopoietic stem cells (HSCs), we employed Mx1-Cre transgenic mouse lines crossed with *Ythdc1*^fl/fl^ mice to achieve specific depletion of YTHDC1 in adult HSCs within the murine bone marrow (Fig. 1A). The efficiency of YTHDC1 knockout in bone marrow HSCs of *Ythdc1*^fl/fl^ Mx1-Cre mice was confirmed through various validation methods (hereafter, *Ythdc1*^fl/fl^ Mx1-Cre mice treated with pIpC are referred to as *Ythdc1*^Δ/Δ^, and *Ythdc1*^+/+^ Mx1-Cre mice treated with pIpC are denoted as *Ythdc1*^+/+^) (Fig. 1B, C). A significant reduction in the counts of mature peripheral blood cells, including white blood cells (WBCs), red blood cells (RBCs), and platelets (PLTs), was observed in *Ythdc1*^Δ/Δ^ mice (Fig. S1C, D, and E). Additionally, an increased proportion of myeloid cells and a decreased proportion of B cells in the peripheral blood were noted in *Ythdc1*^Δ/Δ^ mice (Fig. 1D). Moreover, *Ythdc1*^Δ/Δ^ mice exhibited markedly reduced bone marrow cellularity compared to *Ythdc1*^+/+^ mice (Fig. 1E and Fig. S1B). Flow cytometry analysis revealed that both the proportion and absolute numbers of long-term HSCs (LT-HSCs, also known as SLAM-HSCs), short-term HSCs (ST-HSCs), and multipotent progenitors (MPPs) were significantly diminished in *Ythdc1*^Δ/Δ^ mice relative to *Ythdc1*^+/+^ control mice (Fig. 1F, G; Fig. S1H). Consistent with these findings, *Ythdc1*^Δ/Δ^ mice displayed a substantial decrease in the number and frequency of hematopoietic granulocyte/monocyte progenitors (GMP), common myeloid progenitors (CMP), megakaryocyte/erythroid progenitors (MEP), and common lymphoid progenitors (CLP) compared to control mice (Fig. S1A, F, G, and I, J). Collectively, these data underscore the essential role of YTHDC1 in maintaining hematopoietic balance and HSC homeostasis.

**Fig. 1:**
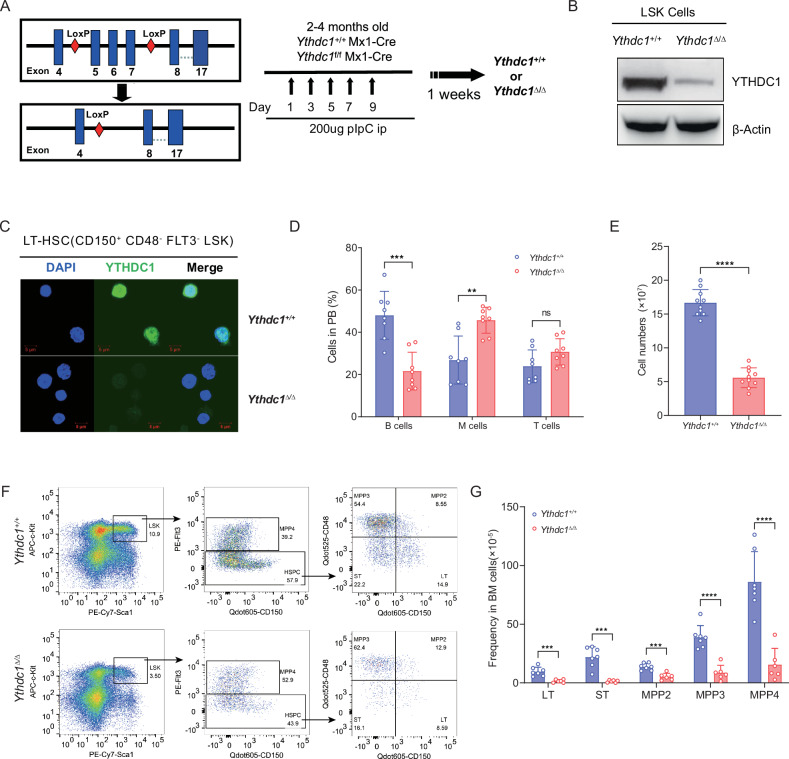
YTHDC1 is required for steady-state HSCs and Hematopoiesis. **A**. The floxed *Ythdc1* experimental schematic for the generation of mice with HSC-specific deletion of *Ythdc1*. *Ythdc1*^flox/flox^ mice were crossed with the interferon-inducible transgenic Mx1-Cre to generate *Ythdc1*^+/+^ Mx1-Cre mice and *Ythdc1*^fl/fl^ Mx1-Cre mice. Animals were then treated with intraperitoneal (i.p.) injections of 300 μg of pIpC every other day for a total of five times to delete the *Ythdc1* alleles. *Ythdc1*^Δ/Δ^ denotes mice with HSC-specific deletion of *Ythdc1*, whereas *Ythdc1*^+/+^ denotes mice without *Ythdc1* deletion as the experimental control. **B** Western blotting analysis of YTHDC1 expression in LSK (Lin^-^Sca1^+^c-Kit^+^) cells from *Ythdc1*^+/+^ and *Ythdc1*^Δ/Δ^ mice; β-Actin was used as a loading control. **C** Immunofluorescence staining of YTHDC1 (green) in the LT-HSCs of *Ythdc1*^+/+^ and *Ythdc1*^Δ/Δ^ mice. Nuclei are stained with DAPI (blue). **D** Composition of myeloid (CD11b^+^), B (B220^+^), and T (CD4^+^/CD8^+^) cells in peripheral blood from *Ythdc1*^+/+^ and *Ythdc1*^Δ/Δ^ mice (*n* = 8 mice per genotype). **E** Whole bone marrow cellularity of *Ythdc1*^+/+^ and *Ythdc1*^Δ/Δ^ mice 1 week after pIpC treatment (*n* = 10 mice per genotype). **F** FACS analysis of LSK, LT-HSCs (CD150 ^+^ CD48^-^ FlK2^-^ LSK), ST-HSCs (CD150^-^CD48^-^ FlK2-LSK), MPP2, MPP3 and MPP4 in *Ythdc1*^+/+^ and *Ythdc1*^Δ/Δ^ BM cells. Representative FACS plots are shown in the panel. **G** Frequency of LT-HSCs, ST-HSCs, MPP2, MPP3 and MPP4 in the bone marrow cells (*Ythdc1*^+/+^, *n* = 7; *Ythdc1*^Δ/Δ^, *n* = 6). Data represent the mean ± SD from n (described above) independent experiments. **P < 0.01; ***P < 0.001; ****P < 0.0001; ns, not significant.

### YTHDC1 is essential for LT-HSC survival and quiescence

To gain a deeper understanding of the mechanisms underlying the reduced HSC pool following *Ythdc1* deletion, we performed comprehensive analyses of apoptosis, cell cycle, and cell proliferation in long-term HSCs (LT-HSCs). Our results demonstrated a significant increase in the frequency of apoptotic cells in *Ythdc1*^Δ/Δ^ HSCs compared to *Ythdc1*^+/+^ controls (Fig. 2A, B). Treatment with the apoptosis inhibitor Z-VAD, but not with ferroptosis inhibitors Fer-1, Lip1, DFO, or Nec-1, effectively reduced the frequency of apoptosis in *Ythdc1*^Δ/Δ^ bone marrow cells after a 24-h culture period (Fig. S4E). Ki67 staining revealed a marked increase in the proportion of cycling cells (Ki67^+^) among *Ythdc1*^Δ/Δ^ LT-HSCs, with approximately 42% positivity in *Ythdc1*^Δ/Δ^ cells versus approximately 18% in *Ythdc1*^+/+^ cells (Fig. 2C, D). Additionally, a three-day bromodeoxyuridine (BrdU) labeling assay confirmed a higher frequency of proliferating cells within the *Ythdc1*^Δ/Δ^ LT-HSC population (BrdU^+^ ; approximately 34% in *Ythdc1*^Δ/Δ^vs. approximately 16% in *Ythdc1*^+/+^) (Fig. 2E, F). Collectively, these findings suggest that YTHDC1 is crucial for the preservation of adult HSC survival and the maintenance of their quiescent state.

**Fig. 2:**
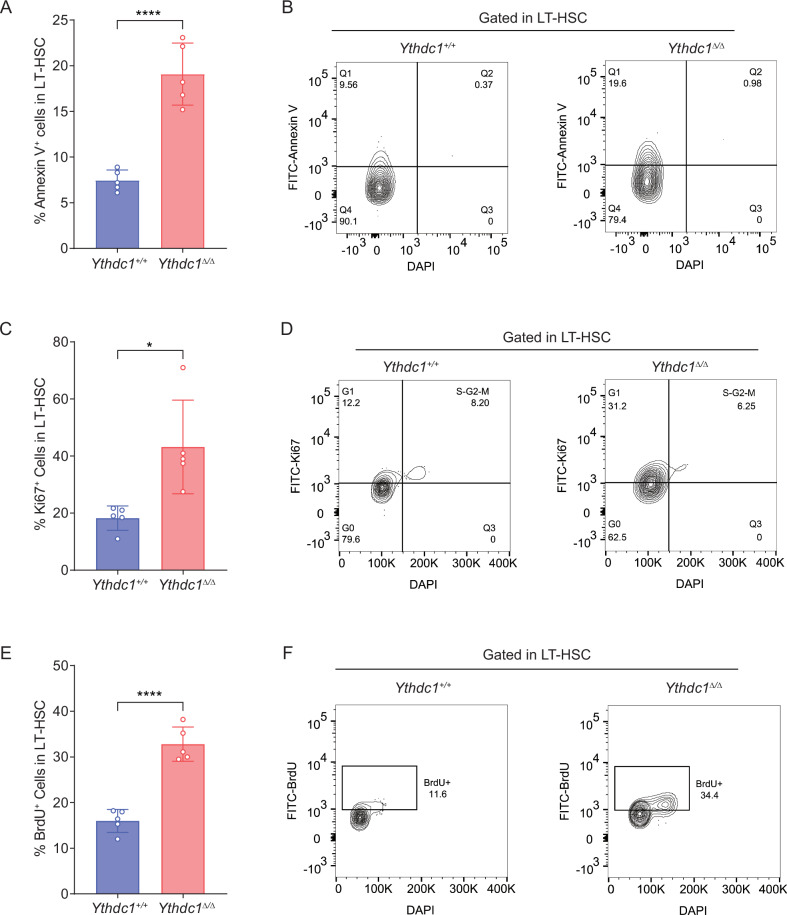
YTHDC1 is essential for LT-HSC survival and quiescence. **A** Frequency of apoptotic cells (ANNEXIN V^+^) in the LT-HSC from *Ythdc1*^+/+^ and *Ythdc1*^Δ/Δ^ mice (*n* = 5 mice per genotype). **B** Representative FACS plots of apoptotic cells (ANNEXIN V^+^) in the LT-HSC from *Ythdc1*^+/+^ and *Ythdc1*^Δ/Δ^ mice(*n* = 5 mice per genotype). **C** Frequency of Ki67^+^ cells in the LT-HSC from *Ythdc1*^+/+^ and *Ythdc1*^Δ/Δ^ mice (*n* = 5 mice per genotype). **D** Representative FACS plots of Ki67^+^ cells in the LT-HSC from *Ythdc1*^+/+^ and *Ythdc1*^Δ/Δ^ mice (*n* = 5 mice per genotype). **E** Frequency of BrdU positive cells in the LT-HSC from *Ythdc1*^+/+^ and *Ythdc1*^Δ/Δ^ mice (*n* = 5 mice per genotype). **F** Representative FACS plots of BrdU positive cells in the LT-HSC from *Ythdc1*^+/+^ and *Ythdc*1^Δ/Δ^ mice (*n* = 5 mice per genotype). Data represent the mean ± SD from *n* (described above) independent experiments. *P < 0.05; ****P < 0.0001.

### YTHDC1 deficiency impairs HSC self-renewal

To elucidate the cell-intrinsic effects of *Ythdc1* deletion on hematopoietic stem cell function, we conducted a competitive repopulation assay. Two hundred long-term HSCs (LT-HSCs), identified by CD45.2 marker, were sorted from donor mice with either *Ythdc1*^+/+^ Mx1-Cre or *Ythdc1*^fl/fl^ Mx1-Cre genotypes. These mice were initially injected with polyinosinic-polycytidylic acid (pIpC) to induce *Ythdc1* deletion in the hematopoietic system. The sorted LT-HSCs were then transplanted into lethally irradiated congenic recipient mice (CD45.1/CD45.2), along with 5 × 10^5^ competitive bone marrow (BM) cells from CD45.1 mice (Fig. 3A). Unlike *Ythdc1*^+/+^ cells, which demonstrated stable long-term multi-lineage reconstitution in the recipient mice, *Ythdc1*^Δ/Δ^ HSC showed a substantial reduction, approximately 40-fold, in their long-term repopulating capacity at 16 weeks post-transplantation (Fig. 3B–F).

**Fig. 3:**
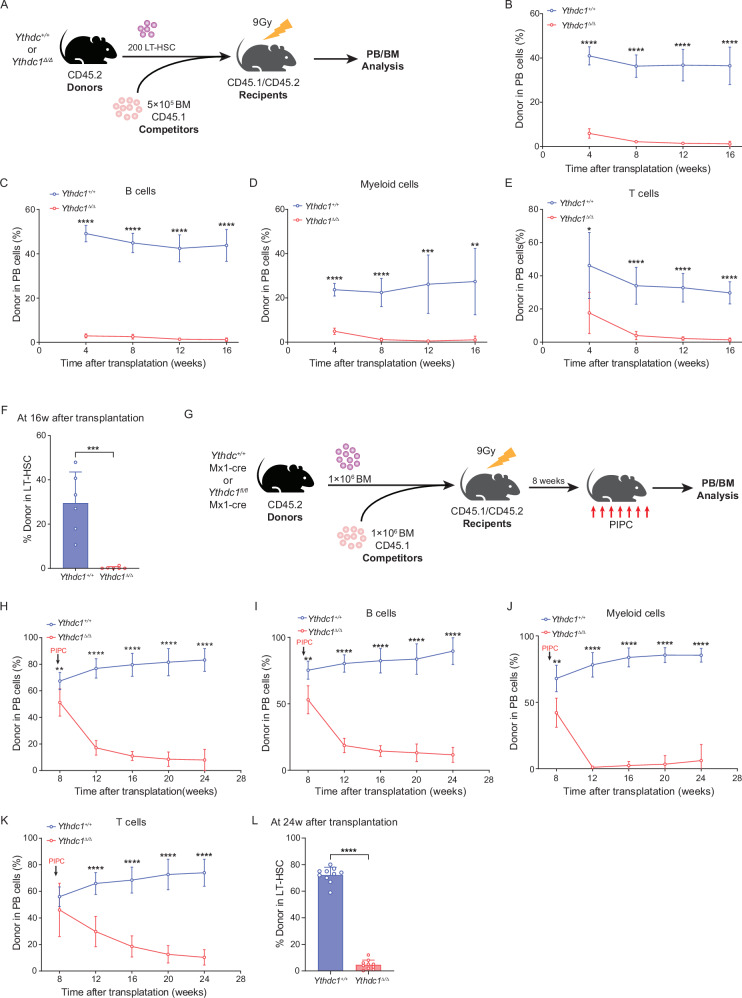
YTHDC1 deficiency impairs HSC self-renewal. **A** Experimental scheme for stem cell competitive transplantation with *Ythdc1*^+/+^ and *Ythdc1*^Δ/Δ^ HSCs (results in Fig. 3B–F). **B** Percentage of donor-derived PB cells at the indicated time points in HSC competitive transplantation assay (*n* = 6 mice per group). **C** Percentage of donor-derived B cells at the indicated time points in HSC competitive transplantation assay (*n* = 6 mice per group). **D** Percentage of donor-derived M cells at the indicated time points in HSC competitive transplantation assay (*n* = 6 mice per group). **E** Percentage of donor-derived T cells at the indicated time points in HSC competitive transplantation assay (*n* = 6 mice per group). **F** Percentage of donor-derived LT-HSCs 16 weeks after transplantation (*n* = 6 mice per group). **G** Experimental scheme for BM competitive transplantation with *Ythdc1*^+/+^ Mx1-Cre and *Ythdc1*^fl/fl^ Mx1-Cre BM cells (results in Fig. 3H–L). Please note: the inducible deletion of Ythdc1 in donor-derived hematopoietic cells was conducted 8 weeks after transplantation. **H** Percentage of donor-derived PB cells at the indicated time points in BM competitive transplantation assay (*n* = 6 mice per group). **I** Percentage of donor-derived B cells at the indicated time points in BM competitive transplantation assay (*n* = 6 mice per group). **J** Percentage of donor-derived M cells at the indicated time points in BM competitive transplantation assay (*n* = 6 mice per group). **K** Percentage of donor-derived T cells at the indicated time points in BM competitive transplantation assay (*n* = 6 mice per group). **L** Percentage of donor-derived LT-HSCs 24 weeks after transplantation (*n* = 6 mice per group). Data represent the mean ± SD from *n* (described above) independent experiments. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

To validate these findings, BM cells from *Ythdc1*^+/+^ Mx1-Cre or *Ythdc1*^fl/fl^ Mx1-Cre mice were transplanted into recipients without prior *Ythdc1* deletion. Subsequently, at 8 weeks post-transplantation, the recipient mice were administered pIpC to induce *Ythdc1* deletion, followed by an analysis of peripheral blood (PB) and BM chimerism (Fig. 3G). Post-pIpC treatment, there was a significant decrease in the percentage of donor-derived *Ythdc1*^Δ/Δ^ cells (Fig. 3H). *Ythdc1*^Δ/Δ^ HSCs exhibited a marked reduction in their ability to repopulate all three lineages, including B cells myeloid cells, and T cells (Fig. 3I–K). Furthermore, an in-depth analysis of donor-derived cells within the BM subpopulations of the recipient mice revealed that *Ythdc1*^Δ/Δ^ HSCs generated a significantly lower number of LT-HSCs (Fig. 3L). These results confirm that the depletion of YTHDC1 adversely affects both the multi-lineage repopulation capacity and the self-renewal potential of HSCs in a cell-intrinsic manner.

### YTHDC1 is required to sustain HSCs during ageing

Our investigation revealed that the expression level of YTHDC1 in hematopoietic stem cells (HSCs) from aged mice (20–22 months old) was significantly elevated compared to that in young mice (2–4 months old) (Fig. S2A, B). This observation prompted us to explore the role of YTHDC1 in the context of aged HSCs. We conducted a comparative study involving mice in two age cohorts: 11–12 months and 20–22 months, to ascertain whether YTHDC1 is crucial for the preservation of HSC function throughout the aging process. Polyinosinic-polycytidylic acid (pIpC) was administered to mice in both age groups to induce YTHDC1 knockout. A significant reduction in bone marrow cellularity was observed in *Ythdc1*^Δ/Δ^ mice relative to control groups, in both the 11–12-month-old (Fig. 4A) and the 20–22-month-old (Fig. 4B) mice. Additionally, the bone marrow of *Ythdc1*^Δ/Δ^ mice contained a significantly diminished number of HSCs at both ages examined (Fig. 4C, D). Notably, in 20–22-month-old *Ythdc1*^Δ/Δ^ mice, the division rate of HSCs, particularly long-term HSCs (LT-HSCs), was considerably higher than in age-matched controls (Fig. 4E). To evaluate the necessity of YTHDC1 for HSC function during aging, we performed competitive transplantation assays into lethally irradiated recipient mice. Bone marrow cells harvested from 20-month-old *Ythdc1*^Δ/Δ^ mice resulted in significantly reduced donor cell reconstitution compared to those from age-matched control mice (Fig. 4F–J). Collectively, these findings suggest that YTHDC1 plays a pivotal role in maintaining the self-renewal capacity of aged HSCs.

**Fig. 4:**
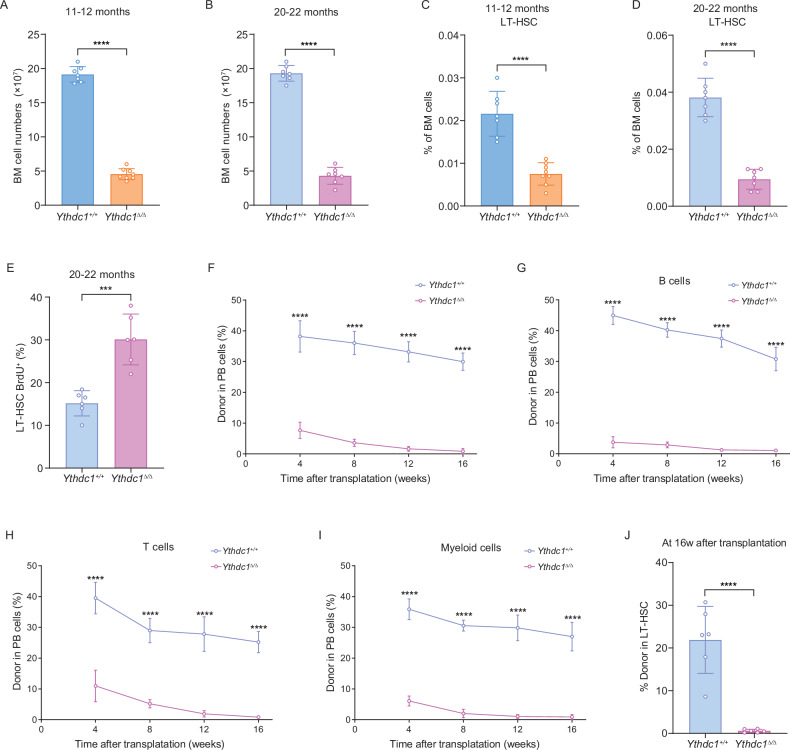
YTHDC1 is required to sustain HSCs during ageing. **A**, **B** The number of bone marrow cells in 11–12-month-old (**A**) or 20–22-month-old (**B**) *Ythdc1*^Δ/Δ^ and *Ythdc1*^+/+^ control mice (*n* = 8 (**A**) or n = 7 (**B**) *Ythdc1*^Δ/Δ^ mice and *n* = 7 (A) or *n* = 7 (**B**) control mice in two independent experiments for each age group). The frequencies of bone marrow HSCs in 11–12-month-old (**C**) and 20–22-month-old (**D**) *Ythdc1*^Δ/Δ^ and *Ythdc1*^+/+^ control mice (*n* = 8 (**C**) or *n* = 7 (**D**) *Ythdc1*^Δ/Δ^ mice and *n* = 7 (C) or *n* = 7 (**D**) control mice in two independent experiments for each age group). **E** The percentage of HSCs from 20–22-month-old mice that incorporated a 72 h pulse of BrdU (*n* = 6 *Ythdc1*^Δ/Δ^ mice and *n* = 6 control mice in two independent experiments). **F** Donor cells from the blood of mice competitively transplanted with bone marrow cells from 20-month-old *Ythdc1*^Δ/Δ^ (*n* = 12 recipients) or control (*n* = 12 recipients) mice (three donors per genotype in three independent experiments). **G** Percentage of donor-derived B cells at the indicated time points in the competitive transplantation assay (*n* = 6 mice per group). **H** Percentage of donor-derived M cells at the indicated time points in the competitive transplantation assay (*n* = 6 mice per group). **I** Percentage of donor-derived T cells at the indicated time points in the competitive transplantation assay (*n* = 6 mice per group). **J**. Percentage of donor-derived LT-HSCs 16 weeks after transplantation (*n* = 6 mice per group). Data represent the mean ± SD from n (described above) independent experiments. ***P < 0.001; ****P < 0.0001.

### METTL3 mediated RNA m^6^A level loss does not affect survival and function defects of YTHDC1-null HSPCs

Previous research has demonstrated that the deletion of the m^6^A methyltransferase *Mettl3* in the adult hematopoietic system results in diminished global m^6^A levels and a three fold increase in hematopoietic stem cell abundance within the bone marrow [19]. We postulate that the reduced frequency of *Ythdc1*-null HSCs, which contrasts with the phenotype observed in *Mettl3*-deficient mice, may not be associated with the m^6^A RNA levels in bone marrow cells. To investigate this hypothesis, we generated double-knockout (DKO) mice by crossing Mx1-cre mice with *Mettl3*^fl/+^ and *Ythdc1*^fl/+^ mice, thereby producing *Mettl3*^fl/fl^ *Ythdc1*^fl/fl^ Mx1-cre mice (Fig. 5A). The m^6^A content in lineage-depleted hematopoietic cells from these double-KO mice, as well as from *Mettl3*^fl/fl^ Mx1-cre mice (*Mettl3*^Δ/Δ^), was significantly reduced compared to control mice or *Ythdc1*^fl/fl^ Mx1-cre mice (*Ythdc1*^Δ/Δ^) (Fig. 5B). The frequency and absolute number of long-term HSCs (LT-HSCs), short-term HSCs (ST-HSCs), and multipotent progenitors (MPP2, MPP3, and MPP4) in the bone marrow of double-KO mice were markedly lower than those in control or *Mettl3*^Δ/Δ^ mice, yet they were similar to the levels observed in *Ythdc1*^Δ/Δ^ mice (Fig. 5C, Fig. S3B, C). Furthermore, the bone marrow cellularity of DKO mice was significantly lower than that of wild-type and *Mettl3*^Δ/Δ^ mice, but it did not differ from that of *Ythdc1*^Δ/Δ^ mice (Fig. S3A).

**Fig. 5:**
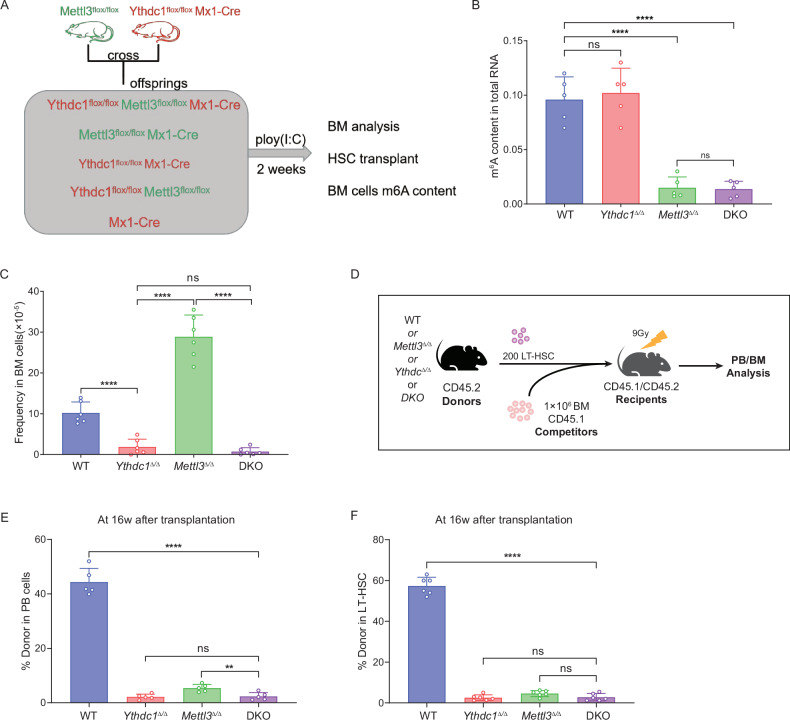
METTL3 mediated RNA m^6^A level loss does not affect survival and function defects of *Ythdc1*-null HSPCs. **A** Experimental scheme for construction of *Mettl3*^Δ/Δ^ *Ythdc1*^Δ/Δ^ mice and stem cell competitive transplantation. **B** Quantification of total RNA m^6^A levels in HSPCs. **C** Frequency of LT-HSCs in the bone marrow cells (*n* = 6 mice per genotype). **D** Experimental scheme for stem cell competitive transplantation (results in Fig. 5E, F). **E** Percentage of donor-derived cells in PB 16 weeks after transplantation (*n* = 6 mice per genotype). **F** Percentage of donor-derived LT-HSCs 16 weeks after transplantation (*n* = 6 mice per group). Data represent the mean ± SD from n (described above) independent experiments. **P < 0.01; ****P < 0.0001; ns not significant.

Subsequently, we conducted a competitive reconstitution assay to evaluate the impact of the combined deletion of *Mettl3* and *Ythdc1* (double-KO) on hematopoietic stem cell self-renewal capabilities in recipient mice (Fig. 5D). Sixteen weeks post bone marrow transplantation, a pronounced decrease in the presence of donor-derived HSCs within the bone marrow and donor-derived cells in the peripheral blood of recipient mice was observed when they were engrafted with HSCs from double-KO mice. This reduction indicates that HSCs from double-KO mice exhibit significantly diminished long-term reconstituting activity compared to those from control mice (Fig. 5E, F). These findings suggest that the role of YTHDC1 in HSC survival and regulation is not influenced by the absence of the m^6^A methyltransferase METTL3 in HSCs.

### YTHDC1 interacts with HP1BP3-mediated microRNA processing in HSPCs

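HSCs were sorted from the bone marrow of *Ythdc1*Δ/Δ mice and of *Ythdc1*+/+ mice, and their polyadenylated RNA was sequenced. Both genotypes carried Mx1-Cre, a recombinase that interferon induces, and the paper gives 5 injections of 300 μg of pIpC, which triggers interferon, for each. The donor mice were 8 weeks old according to the methods. *Ythdc1*, the deleted gene, which encodes the nuclear m6A reader, lies on chromosome 5 of mm10 from 86804221 to 86836659. Its mRNA was at 65.3 ± 7.37 CPM (counts of a gene relative to all counts of a sample; SD, n = 3 samples) in *Ythdc1*Δ/Δ HSCs and at 80.4 ± 10.7 CPM (SD, n = 3) in *Ythdc1*+/+ HSCs, so the mean of the *Ythdc1*Δ/Δ samples was 81.3% of the other. The log2 fold change was -0.30 (standard error 0.13, adjusted p = 0.521 from edgeR's quasi-likelihood test). Without *Ythdc1*+/+ sample WT207 it was -0.18 and without *Ythdc1*Δ/Δ sample KO176 it was -0.20. Every *Ythdc1*Δ/Δ sample was below every *Ythdc1*+/+ sample (2-sided exact permutation test, p = 0.1, the smallest p that 3 samples against 3 allow). Single libraries spanned 55.7 to 74.1 CPM in *Ythdc1*Δ/Δ and 71.1 to 96.7 CPM in *Ythdc1*+/+ HSCs. Reads were counted over all exons of *Ythdc1*, those outside the deleted part included, so this level is no test of the genotype labels. The paper reports the loss of YTHDC1 in HSCs by other measures (Fig. 1B, C). There were 12 libraries, 6 per genotype, and they carry 6 sample numbers with 2 libraries each, KO176, KO177 and KO209 for *Ythdc1*Δ/Δ and WT178, WT180 and WT207 for *Ythdc1*+/+. The labels do not say whether a number marks a mouse, so p-values measure only the spread between these samples, which may be technical. The 2 libraries of a number were summed, which gave 3 samples per genotype. Total counts in genes were 22481622 to 24118972 per *Ythdc1*Δ/Δ library (median 23346572) and 20809936 to 24563170 per *Ythdc1*+/+ library (median 22158997). The summed samples held 45939230 to 46937648 counts in *Ythdc1*Δ/Δ and 42098649 to 48095239 counts in *Ythdc1*+/+ HSCs. The authors deposited a table of whole-number counts of read pairs per gene, made with featureCounts without regard to strand on the GENCODE vM23 genes of mm10. The paper describes FPKM values from Stringtie, which are not used here. The labels name a SMARTer cDNA kit for low input followed by a DNA library kit, and the paper names an RNA library kit. Genes with low counts were removed, which left 18234 of 55335 genes. Sample totals were scaled by TMM, and the genotypes were compared with a negative binomial model whose p-values were adjusted by the Benjamini-Hochberg method.

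**Figure D1:**
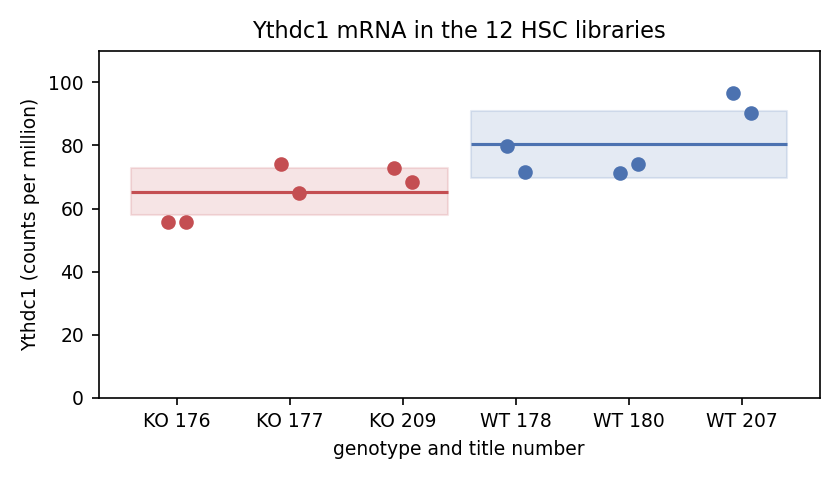
*Ythdc1* mRNA in CPM (vertical axis) in each of the 12 libraries, ordered by genotype and sample number (horizontal axis; KO is *Ythdc1*Δ/Δ and WT is *Ythdc1*+/+). Points are the 2 libraries of a number, lines are the means of the 3 summed samples of a genotype (65.3 and 80.4), and bands are 1 SD on either side.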

To elucidate the molecular mechanisms underlying YTHDC1-mediated hematopoietic stem cell (HSC) homeostasis and regeneration, we conducted RNA sequencing (RNA-seq) analysis on freshly isolated *Ythdc1*^+/+^ and *Ythdc1*^Δ/Δ^ HSCs. 

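In *Ythdc1*Δ/Δ HSCs 16 genes were higher and 9 lower than in *Ythdc1*+/+ HSCs at an adjusted p under 0.05 from edgeR's quasi-likelihood test. Of the 16 higher genes, 5 were immunoglobulin variable segments, which are transcribed in B-lineage cells. *Iglv1*, a lambda segment, was at 94.8 ± 19.7 CPM (SD, n = 3) in *Ythdc1*Δ/Δ and 28.2 ± 8.45 CPM (SD, n = 3) in *Ythdc1*+/+ HSCs, a log2 fold change of 1.75 (standard error 0.24, adjusted p = 0.0484 from edgeR). *Ighv1-9*, a heavy chain segment, was at 13.5 ± 4.65 CPM against 0.0657 ± 0.0416 CPM (adjusted p = 9.3e-05 from edgeR). *Igkv8-21*, a kappa segment, was at 27.0 ± 14.2 CPM against 0.136 ± 0.0989 CPM (adjusted p = 0.0216 from edgeR). The *Ythdc1*+/+ level of these last segments rests on few reads, and segments of one family resemble each other, so reads may be shared between them. *Gpx3*, a secreted glutathione peroxidase, rose by a log2 fold change of 1.70 (standard error 0.20, adjusted p = 0.0218 from edgeR). *Lepr*, the leptin receptor of marrow stromal cells, and *Adipoq*, the hormone adiponectin, rose by 2.58 (standard error 0.32) and 3.16 (standard error 0.40), and *Sparc*, a matrix glycoprotein, rose by 1.78 (standard error 0.26, adjusted p = 0.0456 from edgeR). *Pdzk1ip1*, a small membrane protein listed here among genes of HSC identity, was at 54.1 ± 10.2 CPM in *Ythdc1*Δ/Δ and 123 ± 12.3 CPM in *Ythdc1*+/+ HSCs, a log2 fold change of -1.19 (standard error 0.15, adjusted p = 0.0239 from edgeR). *Plscr2*, a phospholipid scramblase, had a log2 fold change of -1.31 (standard error 0.19). The other called genes fall outside the naming rule and were chosen after their values were seen. Higher were *Serping1*, *Gpnmb*, *Agt*, *Pou2af1*, *Cxcl14*, the paralogs *Kng1* and *Kng2*, which may share reads, and the segments *Ighv14-4* and *Ighv1-50*. Among the lower genes were *Matn4*, *Smtnl1*, *Ehd3*, *Rhoj* and the gene models *Gm42517* and *Gm10419*. Of the higher genes 10 were under 5 CPM in *Ythdc1*Δ/Δ HSCs, and of the lower genes 5 were under 5 CPM in *Ythdc1*+/+ HSCs. Markers of other cell types moved with genotype. Of 16 B cell markers 15 were higher in *Ythdc1*Δ/Δ HSCs, with a median log2 fold change of 0.60 (adjusted p = 4.4e-09 from limma's camera, 0.184 with an estimated correlation). No single B cell marker passed over all genes in edgeR, 8 were higher at an unadjusted p under 0.05, 7 passed when adjusted over the list alone, and DESeq2 called 5. Of 14 endothelial and stromal markers 12 were higher, with a median of 0.62 (adjusted p = 8.8e-07 from limma's camera, 0.252 with an estimated correlation), and 3 passed over all genes, 6 when adjusted over the list alone. Of 42 apoptosis genes, listed by hand, 25 were higher and 17 lower (adjusted p = 0.549 from limma's camera). The list pointed down without *Ythdc1*Δ/Δ sample KO176 (adjusted p = 0.740 from limma's camera). Its adjusted p spanned 0.0193 to 0.992 over the alternatives, the lowest with a Reactome set chosen after seeing the data, where 94 of 139 genes were higher (adjusted p = 0.0193 from limma's camera, 0.567 with an estimated correlation). None passed in edgeR over all genes or adjusted over the list alone, and 1 higher and 2 lower had an unadjusted p under 0.05. DESeq2 called 0. *Bok*, a proapoptotic member of the BCL2 family, had a log2 fold change of 0.53 (standard error 0.17), and *Bbc3*, which encodes PUMA, had -0.48 (standard error 0.16). Of 72 genes of cell migration 45 were higher and 27 lower (adjusted p = 0.177 from limma's camera). *Mmp14*, a membrane metalloproteinase, had a log2 fold change of -0.91 (standard error 0.16, adjusted p = 0.0834 from edgeR) and passed when adjusted over the list alone, as the single member. *Vcam1*, an adhesion molecule of stroma and macrophages, had 0.72 (standard error 0.20). All 25 called genes had no overlap between the samples of both genotypes, as had 16.3% of all tested genes, where chance gives 10%. The number of called genes rests on single samples, with 81 without *Ythdc1*Δ/Δ sample KO209, 10 without sample KO177, 1 without *Ythdc1*+/+ sample WT178, 6 without sample WT180 and 2 without sample WT207, against 27 without *Ythdc1*Δ/Δ sample KO176. With the 12 libraries as separate samples 347 genes were higher and 404 lower, DESeq2 called 87 and 134 genes, and edgeR with a term for the range of sample numbers, which both genotypes share, called 34 and 50.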

Gene ontology (GO) enrichment analysis of 1345 differentially expressed genes (DEGs) revealed significant enrichment of YTHDC1-dependent genes associated with cellular proliferation, cell death regulation, and cell migration in HSCs (Fig. 6A, Fig. S4A). 

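Genes of mitosis were higher in *Ythdc1*Δ/Δ HSCs as a group. Of 79 genes of cell division 77 were higher, with a median log2 fold change of 0.26, and 35 of them at an unadjusted p under 0.05. *Ttk*, a kinase of the spindle checkpoint, was at 45.0 ± 3.50 CPM (SD, n = 3) in *Ythdc1*Δ/Δ and 31.9 ± 1.28 CPM (SD, n = 3) in *Ythdc1*+/+ HSCs, a log2 fold change of 0.49 (standard error 0.11, adjusted p = 0.194 from edgeR). *Bub1b*, of the same checkpoint, *Ccna2*, a cyclin of S phase and mitosis, and *Kif11*, a motor of the spindle, had log2 fold changes of 0.45, 0.46 and 0.42 (each with a standard error of 0.11 or 0.12). Of 58 genes of DNA replication 56 were higher, with a median of 0.23 (0.14 without *Ythdc1*Δ/Δ sample KO176), and 15 of them at an unadjusted p under 0.05. *Mcm10*, a factor of replication initiation, had a log2 fold change of 0.54 (standard error 0.13), and *Rrm1*, a subunit of ribonucleotide reductase, had 0.47 (standard error 0.12). No member of either list passed by itself in edgeR, over all genes or adjusted over the list alone. DESeq2 called 3 cell division and 2 replication genes, voomLmFit called 0 of both, and the 12 libraries as separate samples gave 24 and 13. As lists, cell division (adjusted p = 7.4e-24) and DNA replication (adjusted p = 1.2e-14) passed limma's camera with a preset correlation. They were not past the threshold with an estimated correlation, where the adjusted p = 0.184 and 0.315. With fry, which asks whether a list moves 1 way without comparing it with other genes, the adjusted p = 0.0314 for cell division and 0.160 for DNA replication. Ranked by log2 fold change, as the paper ranked genes for GSEA, the lists had normalized enrichment scores of 2.49 (adjusted p = 2.7e-08 from fgsea) and 2.23 (adjusted p = 4.1e-05 from fgsea). Markers of granulocytes and their precursors were higher alongside, 20 of 20, with a median log2 fold change of 0.46 (adjusted p = 2.0e-07 from limma's camera, 0.354 with an estimated correlation). *Ythdc1*Δ/Δ sample KO176 stood apart, with a list score (mean log2 CPM relative to the 6 samples) of 0.61 against 0.00402 in KO177 and 0.0189 in KO209, and the *Ythdc1*+/+ samples were at -0.0563, -0.40 and -0.17. The median was 0.21 without KO176 and 0.24 without *Ythdc1*+/+ sample WT180. *Ngp*, a granule protein, was at 3164 ± 374 CPM against 2338 ± 488 CPM, and *Chil3*, a chitinase-like protein, had a log2 fold change of 0.67 (standard error 0.20). None of these markers passed by itself in edgeR, over all genes or adjusted over the list alone, with 3 at an unadjusted p under 0.05. DESeq2 called 0 of them, voomLmFit called 1, and the 12 libraries as separate samples gave 2. The lists were written by hand and stand for the paper's gene sets, which are not used here.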

Gene set enrichment analysis (GSEA) further indicated a pronounced upregulation of genes involved in cell division and DNA replication (Fig. 6B). Additionally, the expression of key HSC stemness genes was significantly diminished in YTHDC1-deficient HSCs (Fig. S4B). 

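Of the 15 genes in Fig. S4B 14 were lower in *Ythdc1*Δ/Δ HSCs, and the median log2 fold change over the 15 was -0.55. *Hoxb5*, a homeobox gene of long-term HSCs, was at 1.03 ± 0.444 CPM (SD, n = 3) in *Ythdc1*Δ/Δ and 2.37 ± 0.0938 CPM (SD, n = 3) in *Ythdc1*+/+ HSCs, a log2 fold change of -1.18 (standard error 0.29, adjusted p = 0.241 from edgeR). *Mmrn1*, which encodes multimerin, was at 25.8 ± 10.2 CPM against 52.6 ± 5.09 CPM, and *Inha*, an inhibin subunit, had a log2 fold change of -1.05 (standard error 0.32). *Gata2* and *Meis1*, transcription factors of HSCs, had -0.32 (standard error 0.13) and -0.39 (standard error 0.17). *Hbegf*, a ligand of the EGF receptor, was the gene with a higher level, at 9.64 ± 0.421 CPM against 7.75 ± 0.550 CPM, a log2 fold change of 0.32 (standard error 0.15). At an adjusted p under 0.05 over all genes, 0 of the 15 passed in edgeR, where the smallest was 0.201 for *Fhl1*. At an unadjusted p under 0.05, 9 were lower, 3 of the 15 were lower by at least 2-fold, and 6 passed when adjusted over the list alone. The study displays these genes for these libraries, so that count is not independent evidence of a direction. In 8 of the lower genes the samples of both genotypes did not overlap. Of all tested genes 8.59% were lower without overlap, where chance gives 5% (10% for both directions together). DESeq2 and voomLmFit called 4 each. With the 12 libraries as separate samples 6 passed, *Hoxb5*, *Fhl1*, *Mmrn1* and *Gata2* among them, and edgeR called 3 without *Ythdc1*Δ/Δ sample KO209 and 0 without any other sample.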

GSEA also highlighted a significant positive enrichment of the HSC fingerprint gene set in the wild-type HSC transcriptome, whereas the canonical WNT signaling pathway, known for its critical role in HSC maintenance, was not significantly enriched (Fig. S4C, D). 

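Genes that mark HSCs were lower in *Ythdc1*Δ/Δ HSCs as a list. Of 68 genes of HSC identity, listed by hand and not the fingerprint set itself, 62 were lower and 6 higher, with a median log2 fold change of -0.39. The median was -0.26 without *Ythdc1*Δ/Δ sample KO176, whose list score was -0.45, against -0.25 in KO177 and -0.04 in KO209. Another split of the samples, KO176 and KO177 with WT180 against the rest, had a median of -0.40. *Aldh1a1*, a retinaldehyde dehydrogenase, was at 21.0 ± 5.82 CPM (SD, n = 3) in *Ythdc1*Δ/Δ and 51.2 ± 6.40 CPM (SD, n = 3) in *Ythdc1*+/+ HSCs, a log2 fold change of -1.29 (standard error 0.20, adjusted p = 0.0518 from edgeR). *Nupr1*, a nuclear stress protein, had a log2 fold change of -1.26 (standard error 0.23), and *Vwf*, von Willebrand factor, had -0.89 (standard error 0.20). The list passed limma's camera with a preset correlation (adjusted p = 1.0e-16) and did not with an estimated correlation, where the adjusted p = 0.252. In fry the adjusted p = 0.101, and in fgsea the normalized enrichment score was -2.46 (adjusted p = 5.7e-11). Among its members *Pdzk1ip1* fell over all genes in edgeR, and 18 were lower and 1 higher when adjusted over the list alone. Over all genes DESeq2 called 15 lower and 1 higher, and voomLmFit 13 lower and 1 higher. The list overlaps the stemness genes of Fig. S4B. A shorter list of markers of HSCs and multipotent progenitors had 9 of 13 lower (adjusted p = 0.0409 from limma's camera, 0.379 with an estimated correlation). It lost its call without *Ythdc1*Δ/Δ sample KO176 (adjusted p = 0.263 from limma's camera), *Ythdc1*+/+ sample WT178 (0.0502) or *Ythdc1*+/+ sample WT180 (0.0773). The call was also lost with a block for the digit after the sample number (0.0521) and with upper quartile scaling (0.0524). In fry (adjusted p = 0.267) and fgsea (adjusted p = 0.0677) the list was not called, and its alternatives spanned 0.000602 to 0.379. Of 48 genes of canonical WNT signalling 25 were higher and 23 lower. Their median log2 fold change was 0.0028, their mean was -0.06, and the test pointed down (adjusted p = 0.728 from limma's camera). *Fzd8*, a WNT receptor, and *Sfrp1*, a secreted inhibitor, had log2 fold changes of -2.03 (standard error 0.44) and -1.59 (standard error 0.37) at mean levels of at most 1.34 CPM. No WNT gene passed over all genes in edgeR. When adjusted over the list alone 2 passed, both lower, 3 were higher and 5 lower at an unadjusted p under 0.05, and DESeq2 called 2 lower. Without *Ythdc1*Δ/Δ sample KO177 (adjusted p = 0.918) or without *Ythdc1*+/+ sample WT207 (adjusted p = 0.503) the WNT list pointed up in limma's camera, and its adjusted p spanned 0.224 to 0.975 over the alternatives. The title of Fig. S4, which holds these panels, states that loss of YTHDC1 impairs HSC stemness, and the paper reports a positive enrichment of the HSC fingerprint in *Ythdc1*+/+ HSCs and no significant enrichment of the canonical WNT pathway.

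**Figure D2:**
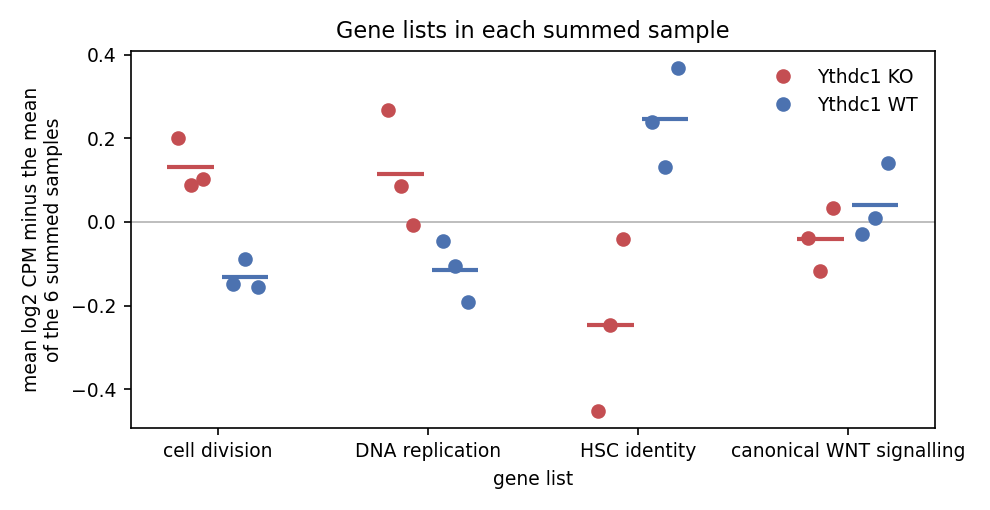
Score of 4 gene lists in each summed sample, as the mean over list members of log2 CPM minus its mean over the 6 samples (vertical axis), by list (horizontal axis), in *Ythdc1*Δ/Δ (KO) and *Ythdc1*+/+ (WT) HSCs. Points are the 3 samples of a genotype and lines are their means. For cell division, DNA replication and HSC identity the samples of both genotypes do not overlap.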

Quantitative PCR (qPCR) analysis of a selection of published YTHDC1 downstream target genes, including *Pten*, *IAP*, *ORF1*, *MCM4*, *p21* and *Drosha*, revealed no changes in *Ythdc1*^Δ/Δ^ HSCs compared to *Ythdc1*^+/+^ HSCs (Fig. 6C). In contrast, the cell cycle-related gene *Ccnd1* and the proapoptotic gene *Bak1* were significantly upregulated, while the expression of *Hoxb5*, *Nupr1*, and *FosB*, which are associated with HSC function, was significantly downregulated in *Ythdc1*^Δ/Δ^ HSCs (Fig. 6C). To identify candidate molecules involved in YTHDC1-mediated HSC maintenance, we performed co-immunoprecipitation followed by mass spectrometry (Co-IP-MS) experiments. By comparing these samples with control samples processed using the same methodology, we identified HP1BP3 as a candidate protein specifically associated with YTHDC1 (Fig. 6D). To substantiate this association, we conducted transient transfection and Co-IP experiments, confirming that HP1BP3 interacts with YTHDC1 in a mammalian overexpression system (Fig. 6E, F).

**Fig. 6:**
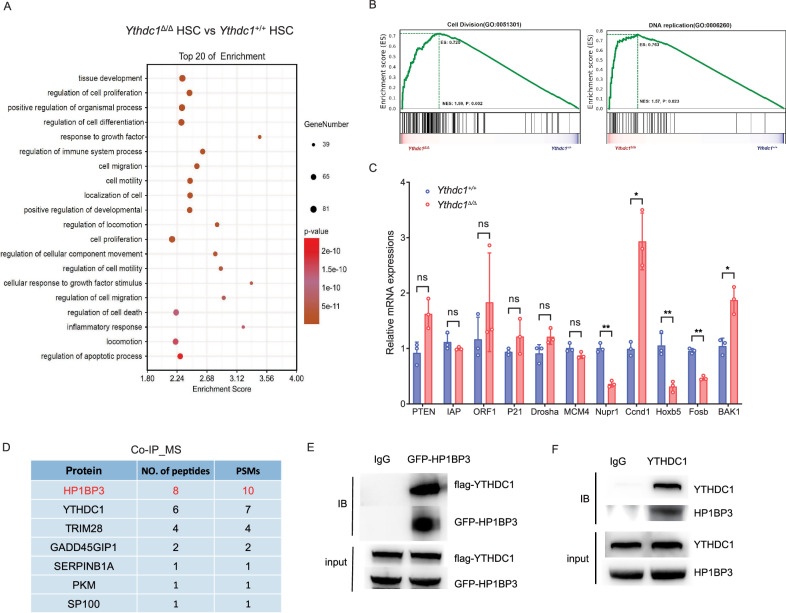
YTHDC1 interacts with Hp1-binding-protein 3 mediated microRNA processing in HSPCs. **A** Gene ontology (GO) enrichment analysis of the transcriptional signature of HSCs in *Ythdc1*^Δ/Δ^ relative to *Ythdc1*^+/+^ group. **B** GSEA analysis of the transcriptional signature of HSCs in *Ythdc1*^Δ/Δ^ relative to *Ythdc1*^+/+^ group. **C** qPCR validation of published YTHDC1 regulated genes expression in *Ythdc1*^Δ/Δ^ LT-HSC and *Ythdc1*^+/+^ LT-HSC (*n* = 3 mice per genotype). **D** Co-IP MS analysis of YTHDC1 interacted proteins in wild type HSPC. **E** HEK293 T cells were co-transfected with plasmids encoding GFP-tagged HP1BP3 and FLAG-tagged YTHDC1. Cell lysates were immunoprecipitated with anti-FLAG M2 agarose and immune complexes were analyzed by immunoblotting using antibodies against FLAG or GFP. **F** HP1BP3/YTHDC1 interaction as revealed by IP assay in FACS sorted wild-type HSPCs (Lin^-^ c-Kit^+^). IgG antibody was used as the negative control. Data represent the mean ± SD from n (described above) independent experiments. *P < 0.05; **P < 0.01; ns, not significant.

### Loss of YTHDC1 decreases the expression level of some microRNAs which mediated HSCs survival and function

A previous study has demonstrated that HP1BP3 possesses specific binding activity for primary microRNAs (pri-miRNAs) and facilitates co-transcriptional miRNA processing [33]. In light of this, we conducted small RNA sequencing analysis on freshly isolated *Ythdc1*^+/+^ and *Ythdc1*^Δ/Δ^ HSCs (Fig. 7A). The heatmap analysis revealed significant downregulation of *miR-125b*, *miR-99b*, and *let-7e* in *Ythdc1*^Δ/Δ^ HSCs (Fig. 7B). Additionally, our data indicated that YTHDC1 depletion led to a significant increase in the levels of four endogenous pri-miRNAs and a concomitant reduction in four endogenous mature miRNAs and pre-miRNAs in HSCs (Fig. 7C–E). Prior research has established that *miR-99* knockdown results in an increased percentage of cycling hematopoietic stem and progenitor cells (HSPCs), and *miR-125b* promotes cell survival [34, 35]. We also observed a diminished interaction between HP1BP3 and DROSHA in *Ythdc1*^Δ/Δ^ HSPCs compared to *Ythdc1*^+/+^ HSPCs (Fig. S5B).

**Fig. 7:**
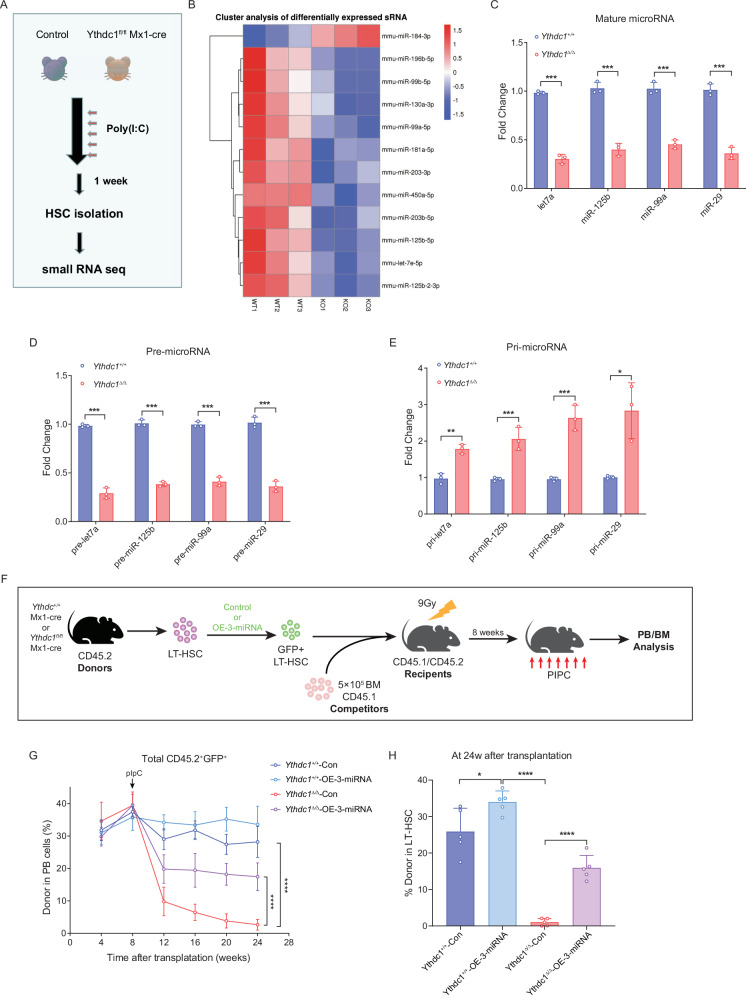
Loss of YTHDC1 decreases the expression level of some microRNAs which mediated HSC survival and function. **A**. Experimental scheme for microRNA seq analysis. **B** Representative heat map of the microRNA expression levels by small RNA seq. The relative expression levels of listed genes in *Ythdc1*^Δ/Δ^ HSCs vs. control HSCs are shown. **C** Quantitative analysis of the expression fold change of mature miRNA by Taqman QPCR between the control and YTHDC1-depleted HSCs (*n* = 3). **D** Quantitative analysis of the expression fold change of pre-miRNA by Taqman QPCR between the control and YTHDC1-depleted HSCs (*n* = 3). **E** Quantitative analysis of the expression fold change of pri-miRNA by Taqman QPCR between the control and YTHDC1-depleted HSCs (*n* = 3). **F** Experimental scheme for ectopic 3-miR HSC competitive transplantation assay. **G** Percentage of donor-derived PB cells at the indicated time points in ectopic 3-miR HSC competitive transplantation assay (*n* = 6 mice per group). Please note: the inducible deletion of *Ythdc1* in donor-derived hematopoietic cells was conducted 8 weeks after transplantation. **H** Percentage of donor-derived LT-HSCs 24 weeks after transplantation (*n* = 6 mice per group). Data represent the mean ± SD from *n* (described above) independent experiments. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

To ascertain whether the reduced levels of mature miRNAs in *Ythdc1*^Δ/Δ^ HSCs contribute to aberrant HSC survival and functional deficiencies, we utilized a lentiviral overexpression system to introduce a cluster of *mir-125b*, *mir-99b* and *let-7e* into *Ythdc1*^+/+^ and *Ythdc1*^Δ/Δ^ HSCs and subsequently assessed HSC numbers and functionality (Fig. 7F, Fig. S5A). Competitive transplantation assays were then performed, and the results showed that co-overexpression of *mir-125b*, *mir-99b*, and *let-7e* in *Ythdc1*^Δ/Δ^ HSCs partially restored the reconstitution capacity of donor-derived HSCs in the peripheral blood (Fig. 7G) and the long-term HSC compartment of the recipients compared to control treatments (Fig. 7H). This suggests that the co-overexpressed miRNAs also rescued the functional deficits of YTHDC1-deficient HSCs. Collectively, these findings indicate that mature *mir-125b*, *mir-99b* and *let-7e* serve as functional downstream targets of YTHDC1 in HSCs.

## Discussions

In this study, we delineate a pivotal role for YTHDC1 in the maintenance of adult hematopoietic stem cells. Specifically, we demonstrate that YTHDC1 interacts with HP1BP3, thereby participating in microRNA processing. Our findings reveal that YTHDC1 is cell-autonomously essential for maintaining the survival, quiescence, and self-renewal capacity of HSCs throughout the adult lifespan.

Previous research has established that the depletion of *Mettl3*, an enzyme responsible for the m^6^A methylation of RNA, leads to an increase in hematopoietic stem cells numbers in murine models [19]. Our own prior work has corroborated this by showing that the absence of the m^6^A reader gene *Ythdf2* also results in HSCs expansion [25]. Furthermore, Zhang et al. have reported that the loss of *Ythdf3*, but not *Ythdf1*, induces a mild expansion of the HSCs pool [36]. In contrast, our current data indicate that the loss of *Ythdc1* results in HSCs exhaustion and bone marrow failure in mice, a finding that is congruent with the results presented by Sheng et al. [25] (Figs. 1D–G, Fig. 3A–L, and Fig. S1B–H). Both our study and that of Sheng et al. have discovered that the deletion of YTHDC1 enhances apoptosis in hematopoietic stem and progenitor cells (Fig. 2A, B, Fig. S4E). Additionally, we have demonstrated that the knockout of *Ythdc1* accelerates cell cycle entry in HSCs and elevates the proportion of BrdU-labeled HSCs (Fig. 2C–F). Conversely, the loss of *Ythdc1* inhibits DNA synthesis in leukemia stem cells (LSCs) [25]. The divergent effects of YTHDC1 depletion on DNA synthesis in HSCs versus LSCs suggest that distinct molecular mechanisms may be at play.

YTHDC1, a nuclear-localized reader of N6-methyladenosine (m^6^A)-modified RNA, has been implicated in various aspects of gene expression, including transcription, RNA processing—such as mRNA splicing, polyadenylation, and microRNA maturation—as well as RNA degradation and nuclear export [37–40]. Additionally, YTHDC1 has been shown to interact with the demethylase KDM3B, leading to the demethylation of H3K9me2 at m^6^A RNA-associated chromatin regions [41]. In this study, we identified a novel interaction between YTHDC1 and HP1BP3 in the regulation of microRNA processing (Fig. 6D–F, Fig. 7A–G). Conversely, we also observed that YTHDC1 modulates the expression of MCM2, MCM4, and MCM5 in acute myeloid leukemia (AML) cells by controlling their mRNA stability [25]. However, the precise mechanism underlying the interaction between YTHDC1 and HP1BP3 in microRNA processing remains to be elucidated. We hypothesize that the absence of YTHDC1 may disrupt microRNA maturation in YTHDC1-null HSCs. It remains uncertain whether YTHDC1-mediated microRNA maturation is directly through the recognition of m^6^A sites on primary microRNA transcripts. Furthermore, the transcription and stability of microRNAs, as well as the epigenetic regulation of microRNA promoters in YTHDC1 knockout HSCs, were not examined in this study and warrant further investigation.

Previous research has documented that specific microRNAs, including *miR-99b*, *let-7e*, *miR-125a*, and *miR-125b*, are enriched in long-term HSCs [34, 35, 42, 43]. Ooi et al. have demonstrated that the overexpression of *miR-125b* in HSCs augments their functionality and selectively enriches for lymphoid-balanced and lymphoid-biased HSC subsets [35]. Furthermore, they have identified *Bmf* and *Klf13* as downstream targets of *miR-125b*, which are implicated in the regulation of apoptosis. Our findings corroborate these observations, as we have confirmed the upregulation of the proapoptotic gene *Bak1* in YTHDC1-deficient HSCs relative to control cells, suggesting that elevated apoptosis in these cells may be a contributing factor to the observed alterations in hematopoiesis (Fig. 6C). Our data indicate that the overexpression of the miR-cluster *99b/let-7e/125b*, facilitated by a lentiviral chimeric miRNA cluster platform (OE-3-miR), can partially ameliorate the survival and functional deficiencies observed in *Ythdc1*^Δ/Δ^ HSCs [44, 45].

In conclusion, our research has uncovered a novel role for YTHDC1 in the regulation of HSCs quiescence, survival, and self-renewal. Our findings suggest that YTHDC1, in part, exerts these effects through the modulation of microRNA processing, facilitated by its interaction with HP1BP3 within the HSC compartment (Fig. 8A). Nonetheless, further investigation is warranted to fully elucidate the intricate roles of YTHDC1 in the transcription, maturation, and stability of microRNAs, and to determine whether these regulatory mechanisms are dependent or independent of its m^6^A recognition capabilities.

**Fig. 8:**
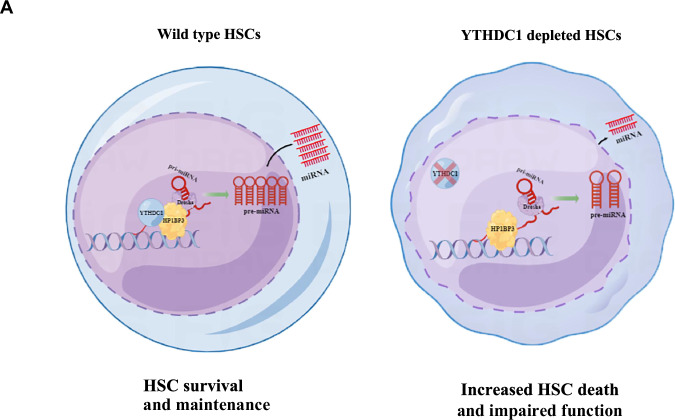
Schematic depicting YTHDC1-mediated microRNA processing in HSCs is essential for HSCs survival and maintenance. **A** YTHDC1 is essential for HSC survival and maintenance (left), delpetion of YTHDC1 in HSC impairs HSC function and promotes apoptosis.

## Materials and methods

### Mice

Targeted embryonic stem (ES) cell clones for the generation of *Ythdc1* and *Mettl3* knockout (KO) first chimeric mice were sourced from the European Conditional Mouse Mutagenesis Program (EUCOMM). The progeny of chimeric males were subsequently bred with Flpe deleter mice to excise the neomycin (Neo) cassette.*Ythdc1*^fl/fl^ mice were then mated with Mx1-Cre transgenic mice to produce *Ythdc1*^fl/+^ Mx1-Cre and *Ythdc1*^fl/fl^ Mx1-Cre offspring. *Ythdc1*^fl/fl^ mice were derived from crosses between *Ythdc1*^fl/fl^ chimeric mice and flipper mice, which facilitated the removal of the FRT-flanked selection cassette. All mouse strains were maintained on a C57BL/6 genetic background. For the competitive transplantation assays, recipient mice were either B6.SJL-PtprcaPep3b/Boy (CD45.1) mice or CD45.1/CD45.2 heterozygotes, which were the first generation offspring from a cross between C57BL/6 and B6.SJL-PtprcaPep3b/Boy mice. The Animal Care and Ethics Committee at Hangzhou Normal University provided approval for all animal experiments conducted in this study. The mice were housed in a specific pathogen-free environment and provided with a standard diet.

### Flow Cytometry

Prepared samples were analyzed on an LSRFortessa^TM^ cell analyzer (BD Biosciences) or sorted on an MoFlo Astrios EQ cell sorter (Beckman coulter). Detailed methods and antibodies were as our lab paper described previously. The antibody cocktail including biotinylated CD11b (M1/70, Biolegend), Gr1 (RB6-8C5, Biolegend), CD4 (RM4-5, Biolegend), CD8 (53-6.7, Biolegend), Ter119 (Ter-119, Biolegend), and B220 (RA3-6B2, Biolegend) was used to define lineage cells. APC/Cyanine 7 Streptavidin (BioLegend), c-Kit (2B8, eBioscience), Sca1 (D7, Biolegend), CD48 (HM48-1, BioLegend), CD150 (TC15-12F12.2, BioLegend), CD34 (RAM34, eBioscience), Flt3 (A2F10, eBioscience), CD16/32 (93, eBioscience), IL-7R (A7R34, eBioscience), CD45.2 (104, BioLegend), CD45.1 (A20, BioLegend), CD4 (RM4-5, BioLegend), CD8 (53-6.7), B220 (RA3-6B2, BioLegend), and CD11b (M1/70, BioLegend) were used where indicated.

### Isolation of murine HSC

Donor mice at 8 weeks of age were euthanized by cervical dislocation and bone marrow (BM) cells were isolated by crushing the bones from hind legs, forelegs, pelvis, spine and sternum. BM cells were firstly enriched for HSCs by anti-CD117 conjugated magnetic beads (Miltenyi) and followed by FACS sorting.

### Competitive transplantation assay

Sorted 200 LT-HSC cells from donor mice (CD45.2) were mixed with 5×10^5^ BM MNCs from age-matched WT mice (competitor, CD45.1) and injected into lethally irradiated (8 Gy) recipient mice (CD45.1/CD45.2).

### Immunofluorescence staining

LT-HSCs were sorted to polylysine-coated glass coverslips, then fixed with 4% paraformaldehyde (PFA), permeabilized with 0.4% Triton X-100 detergent, and blocked with 3% BSA. Coverslips were incubated with antibodies against YTHDC1 (1:100; Proteintech, 14392-1-AP) overnight at 4 °C. The samples were then washed with PBS for three times, followed by incubation with secondary antibodies (1:400; Thermo Scientific, A21206) for 1 h at RT. Nuclei were stained with DAPI.

### Hematopoietic cells culture

Murine bone marrow (BM) cells or sorted HSPC were cultured with serum-free medium (09650, STEM CELL) supplemented with SCF (50 ng/mL), TPO (50 ng/mL), and 1% penicillin-streptomycin in 96-round-well plates. In vitro apoptosis assay of BM cells, cells were treated with apoptosis inhibitor or ferroptosis inhibitor as indicated. HSPC cultured for 12 h were then infected with lentivirus. The transduced cells were transplanted into lethally irradiated recipient mice after 2 days of culture.

### Lentivirus production

Lentivirus was produced in 293 T cells after transfection of 7 mg shRNA plasmid, 5 mg pspAX2 helper plasmid, and 3 mg pMD2G by using polyethylenimine. Cells in DMEM medium with 15% Fetal Bovine Serum (Excell Bio) were replaced with fresh medium 12 h after transfection. Collected the virus supernatant 48 h after transfection and concentrated by centrifugation of the medium at 25,000 rpm for 2.5 h at 4 °C. The virus pellet was dissolved in sterile PBS. Lentiviral titers were assessed and calculated by the transfection of c-kit positive cells. 2 × 10^5^ sorted LSK cells were transduced with the lentivirus.

### Lentivirus transduction

Freshly sorted LSK cells were resuspended in hematopoietic cells culture medium as described above. Virus particles were added to cell suspension according to the determined titer (~ 90% transduction efficiency). Then the mixture of cells and virus was spinoculated for 2 h at 600 g at room temperature. After 2 days culture, transduced GFP positive HSPC cells were sorted for further transplantation.

### HSC cell cycle and apoptosis analysis

Ki67 staining was used to determine cell cycle status. BrdU incorporation assay was utilized to determine the proliferation rate of HSCs. For in vivo analysis, BrdU (100 mg/kg; BD Biosciences) was injected i.p. into *Ythdc1*^+/+^ and *Ythdc1*^Δ/Δ^ mice for 3 days. BrdU incorporation was determined by FACS analysis using the BrdU Flow Kit (BD Biosciences) according to the manufacturer’s instructions.

### RNA purification and Real-Time PCR

Total RNA was extracted from freshly isolated cells using a RNeasy kit (Qiagen). Complementary DNA was then synthesized from the RNA using a HiScript II One Step RT-PCR Kit (Vazyme Biotech Co.Ltd) for First-Strand cDNA Synthesis according to the manufacturer’s instructions. The quantitative RT-PCR analysis was conducted using a CFX96 Real-Time System (Bio-Rad). The relative expression levels of the genes of interest were calculated using the relative delta-delta-Ct method. The expression of β-actin was used as the internal control.

### TaqMan qPCR

A miRNA 1st Strand cDNA Synthesis Kit (Vazyme) was used to synthesize miRNA cDNA. The TaqMan qPCR for miRNA quantification was carried out following the manufacturers’ protocols. The total reaction volume was 10 μL, which included 1×TaqMan Fast qPCR Master Mix, 0.2 μM TaqMan probe, 0.8 μM primers, and synthesized miRNA cDNA. Each reaction was performed in triplicate and incubated at 96 °C for 10 min, followed by 50 cycles of 95 °C for 10 s and 60 °C for 30 s.

### Co-IP/MS

Purified HSPC were lysed for half an hour in IP lysis buffer containing protease inhibitor. Subsequently, 3 μg antibodies were added to the protein samples, which were 500 μg in total. This mixture was gently rotated and incubated for 2 h at 4 °C. Then, the proteins were further incubated with 30 μl of protein A/G agarose overnight at 4 °C, the beads were washed four times with IP lysis buffer. After that, the samples were subjected to LC-MS/MS analysis, which was conducted and evaluated by PTM BIO company in Hangzhou.

### RNA-sequencing (RNA-seq) and data analysis

cDNA was ligated with sequencing adapters according to standard illumine Hiseq 2000/2500 protocols. Sequencing libraries were generated using NEBNext® Ultra™ RNA Library Prep Kit for Illumina® (NEB, USA) following manufacturer’s recommendations and index codes were added to attribute sequences to each sample. The clustering of the index-coded samples was performed on a cBot Cluster Generation System using TruSeq PE Cluster Kit v3-cBot-HS (Illumia) according to the manufacturer’s instructions. After cluster generation, the library preparations were sequenced on an Illumina Hiseq platform and 125 bp/150 bp paired-end reads were generated. Raw data (raw reads) of fastq format were first processed through in-house perl scripts. In this step, clean data (clean reads) were obtained by removing reads containing adapter, reads containing ploy-N and low-quality reads from raw data. At the same time, Q20, Q30 and GC content of the clean data were calculated. All the downstream analyses were based on clean data with high quality. The sequencing reads were mapped to the mouse genome (mm10) using Hisat2 (version:2.0.4). Stringtie (version:1.3.0) was used to calculate fragments per kilobase of exon model per million mapped reads (FPKM) values. Omigen (Hangzhou) Inc provide assistance for the data processing. EdgeR was used to analyze differential genes based on two-fold changes and *p* ≤ 0.05. HSC stemness genes were summarized in a previous study [46].

### Gene set enrichment analysis (GSEA)

Gene set enrichment analysis (GSEA) analyses were performed using the tool available at http://www.broadinstitute.org/gsea/index.jsp. In brief, fold change (log2) in gene expression from two experimental conditions were calculated and the list was then used as a ranked list in the Pre-Ranked function of the GSEA software. The statistical significance of GSEA was set as FDR < 0.1, which is more stringent than the default setting of GSEA software. The HSC fingerprint gene set was described in previous study [47, 48].

### MicroRNA-sequencing

Small RNA was extracted from HSC using the miRNeasy Mini Kit (Qiagen). Library construction, quality Control, and sequencing were conducted by Novogene company in Beijing. Briefly, 3’ and 5’ adapters were ligated to 3’ and 5’ end of small RNA, respectively. Then the first strand cDNA was synthesized after hybridization with reverse transcription primer. The double-stranded cDNA library was generated through PCR enrichment. After purification and size selection, libraries with insertions between 18~40 bp were ready for sequencing on Illumina sequencing with SE50. The library was checked with Qubit and real-time PCR for quantification and bioanalyzer for size distribution detection. Quantified libraries will be pooled and sequenced on Illumina platforms.

### Statistical analyses

The exact sample size (n) for each experimental group/condition was given in figure legends. Unpaired two-tailed Student’s *t*-test was utilized to determine statistical significance; *P* values less than 0.05 were considered significant. No statistical methods were used to predetermine the sample size. Mice were randomly allocated to experimental groups. No blinding method was used for injection. There was no animal exclusion criteria. The variance was similar between the groups that were being statistically compared. Statistics were performed using Prism 8 (GraphPad, San Diego, USA).

## Supplementary information

Supplementary figure and figure legend

WB origin gel

## Data Availability

RNA-seq data have been deposited in NCBI Gene Expression Omnibus (GEO) database under accession number GSE208626 (private status: avqpimkerdynfeh).

# Supplementary material for: YTHDC1-mediated microRNA maturation is essential for hematopoietic stem cells maintenance
**Source:** Cell Death Discov. 2024 Oct 16;10:439. doi: 10.1038/s41420-024-02203-z
**Supplement:** Supplementary file 1 — Supplementary figure and figure legend

**Figure S1 Conditional loss of YTHDC1 in hematopoietic cells leads to hematopoiesis and bone marrow failure**

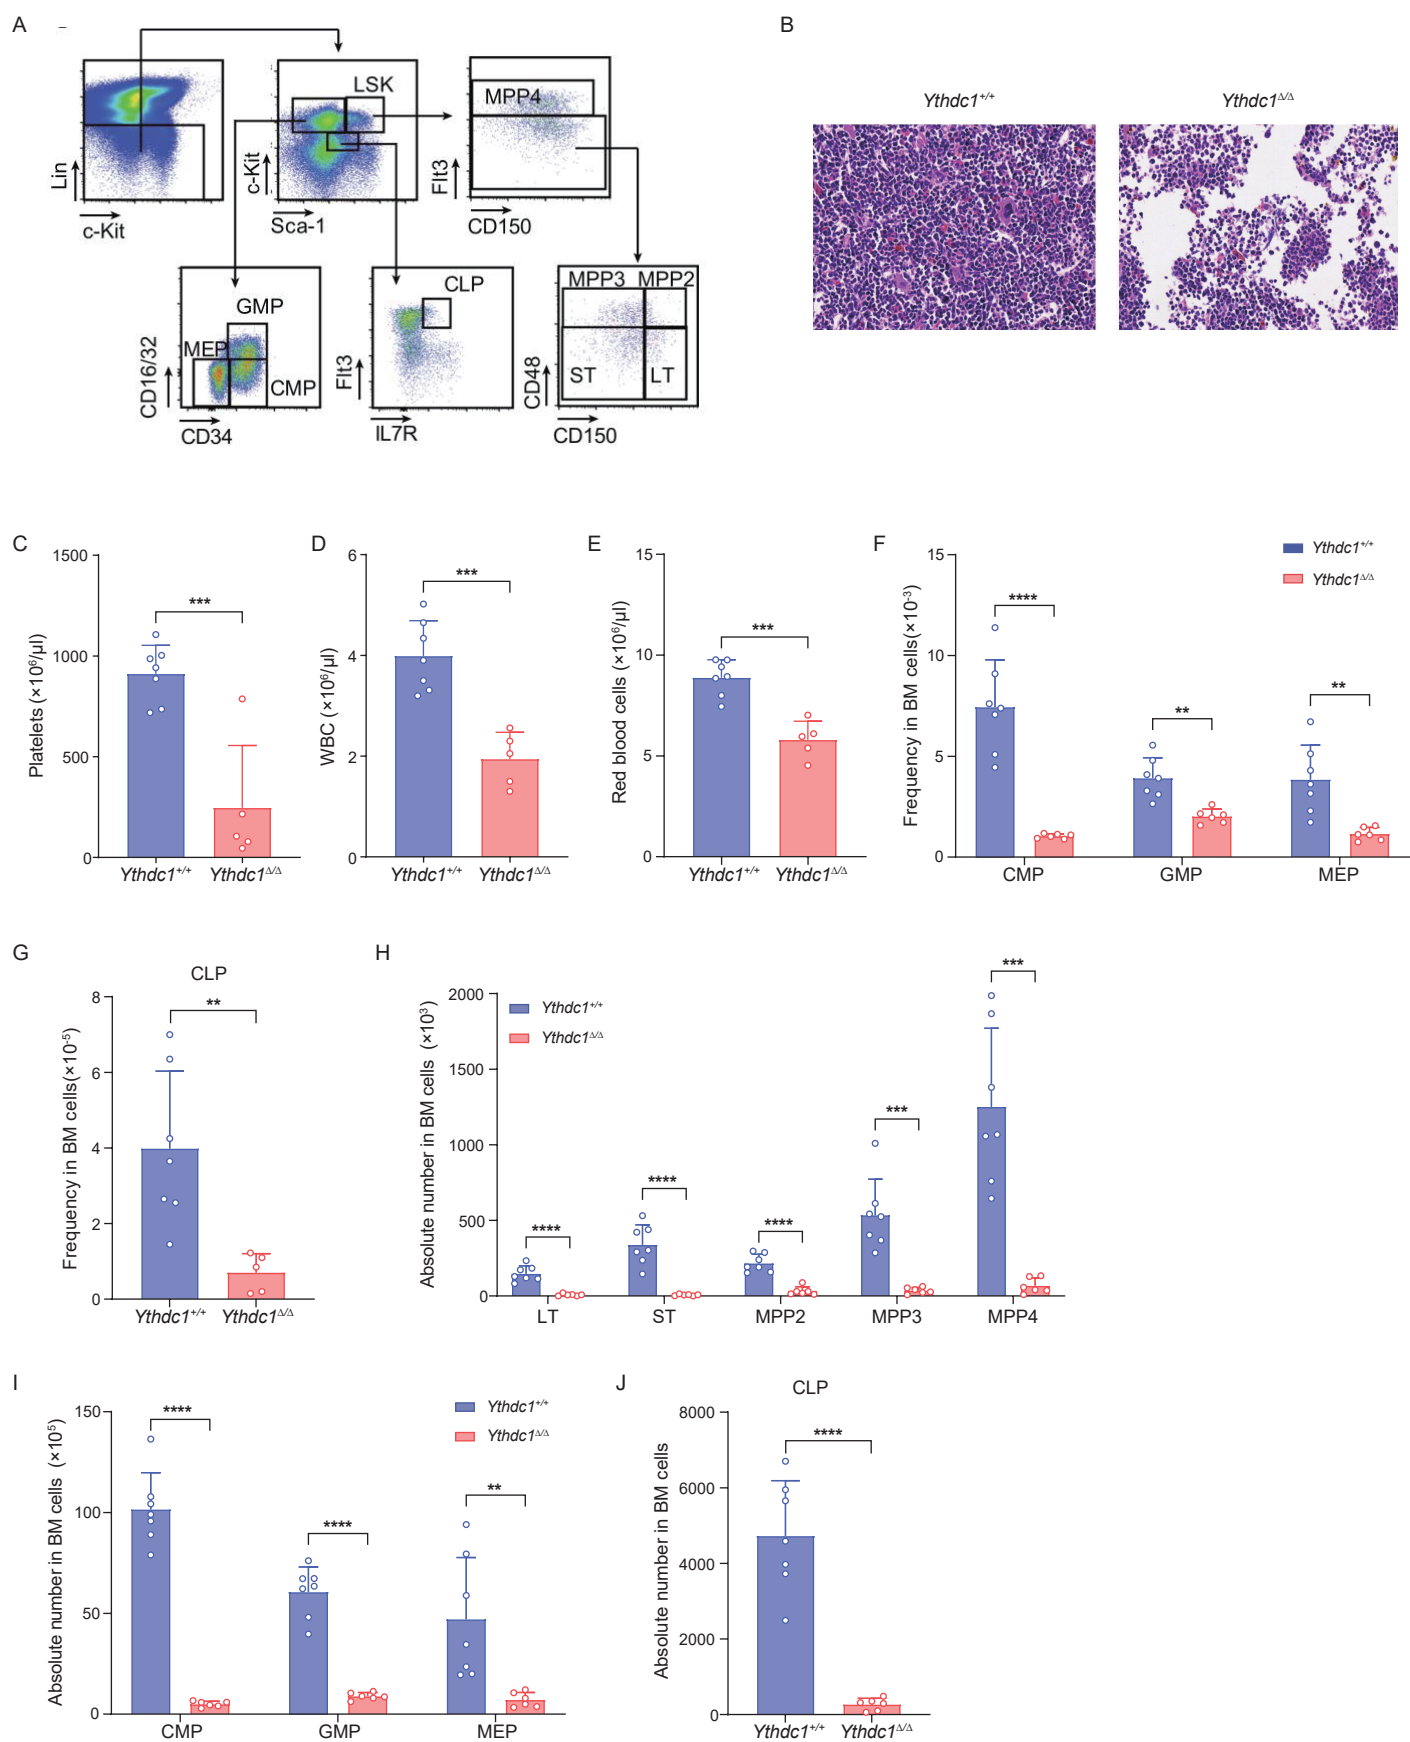

**Figure S2 YTHDC1 is required to sustain HSCs during ageing**

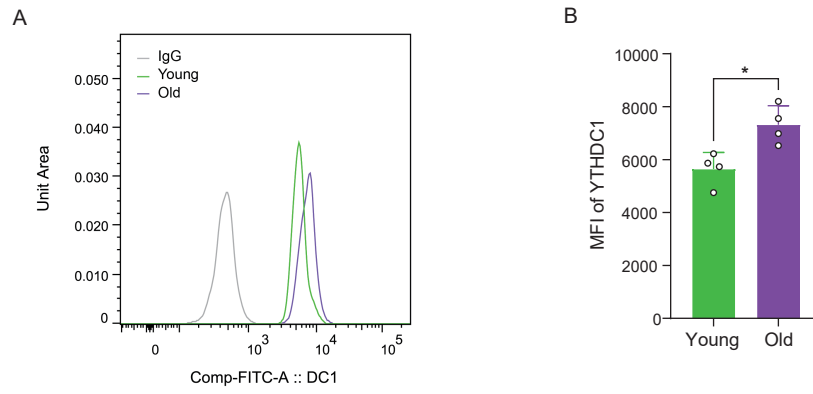

**Figure S3 YTHDC1 and METTL3 double knock-out mice displays dissimilar phenotype with METTL3 knockout mice**

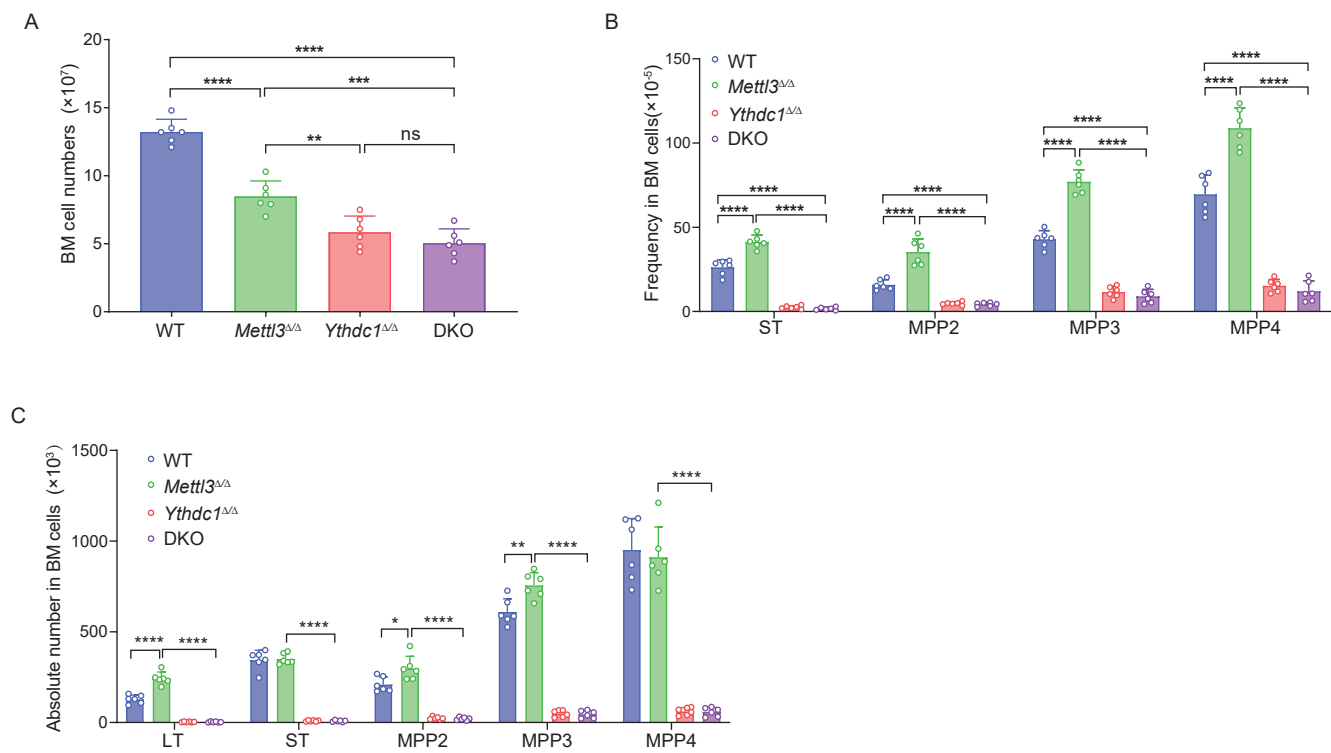

Figure S4 Deletion of YTHDC1 impairs HSC stemness and affects HSC apoptosis

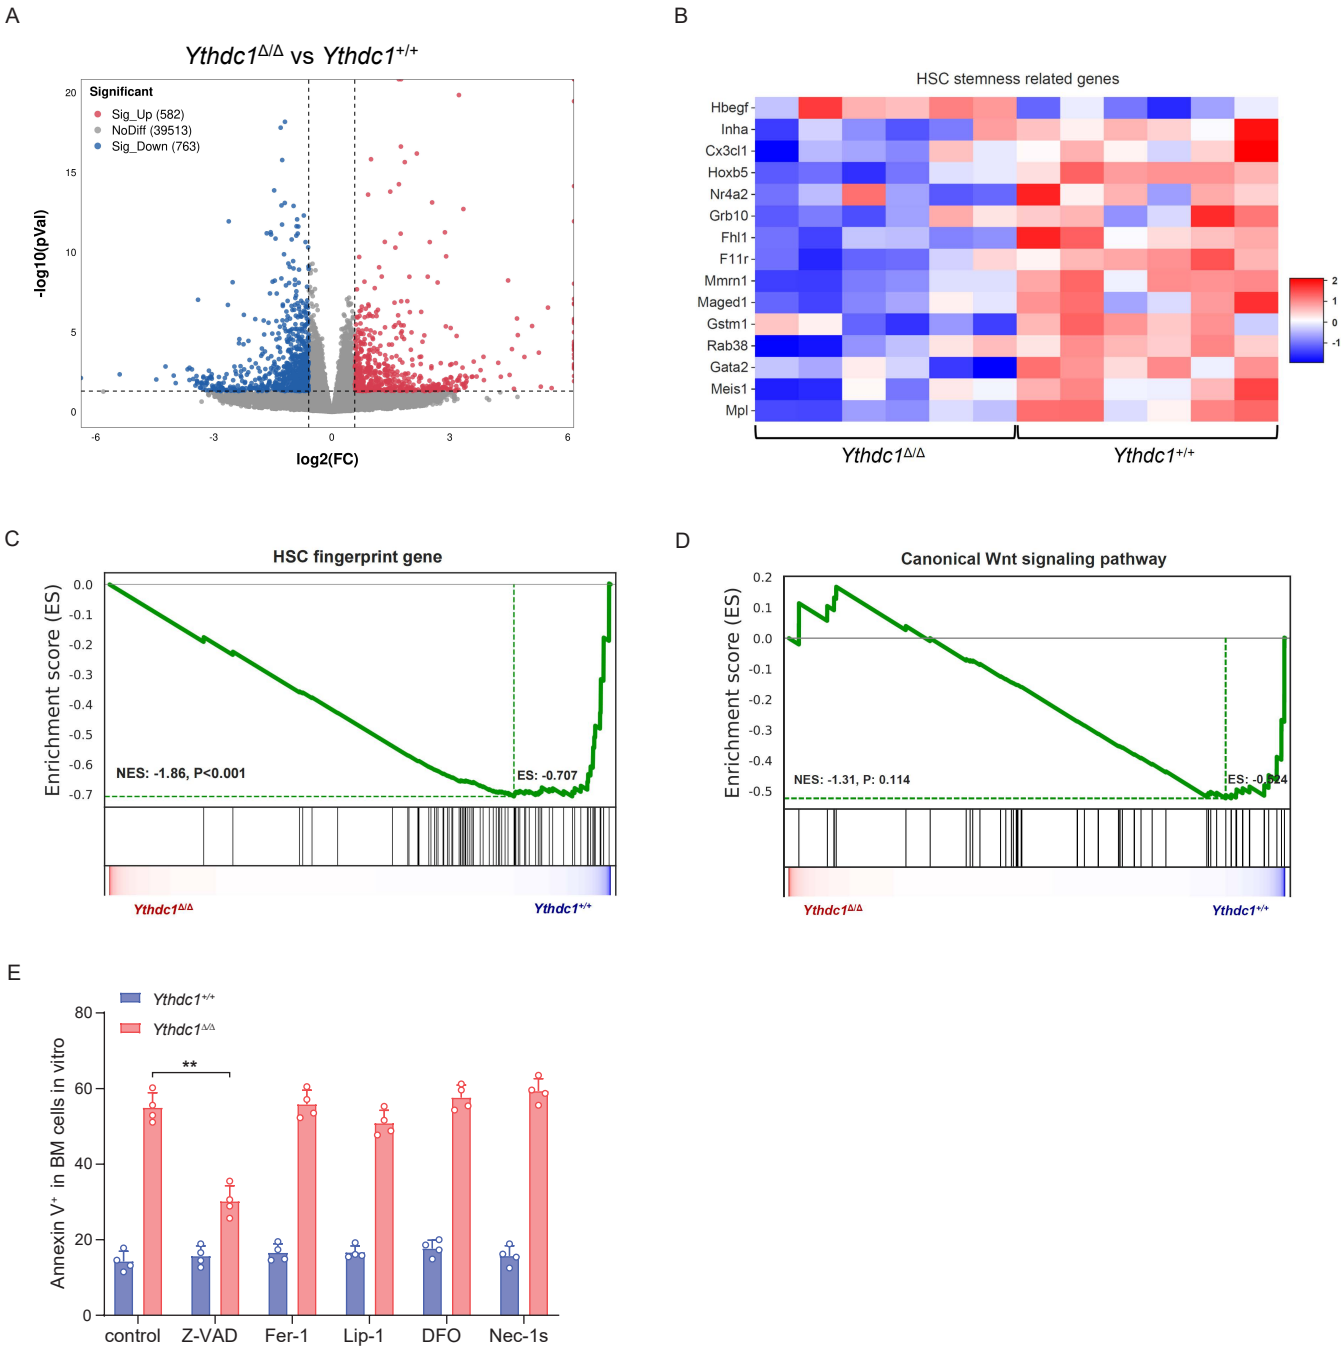

**Figure S5 Deletion of YTHDC1 impairs HSC stemness and affects HSC apoptosis**

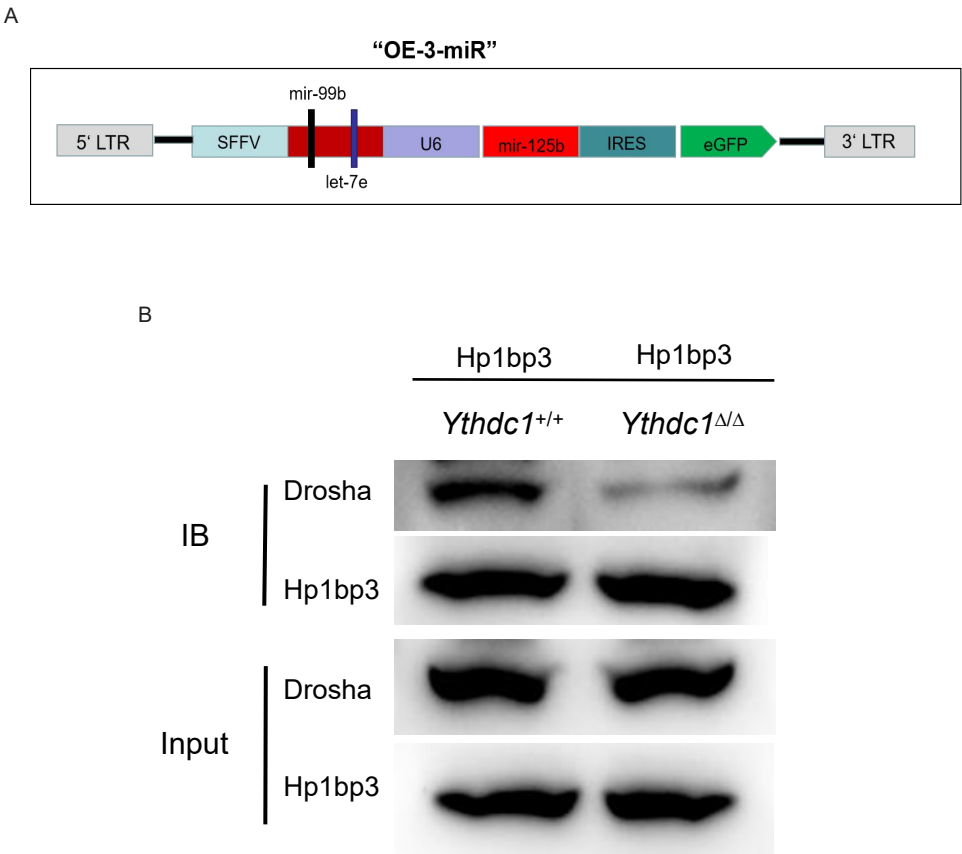

**Figure S1. Conditional loss of YTHDC1 in hematopoietic cells leads to hematopoiesis and bone marrow failure.**

A. Gating strategy of HSCs analysis and sorting.

B. Histological analysis of hematoxylin and eosin-stained sternum from *Ythdc1*<sup>+/+</sup> and *Ythdc1*<sup>Δ/Δ</sup> mice, bar = 50μM.

C. Absolute number of platelets (PLT) in peripheral blood from *Ythdc1*<sup>+/+</sup> (n=7) and *Ythdc1*<sup>Δ/Δ</sup> (n=5 ).

D. Absolute number of white blood cells (WBC) in peripheral blood from *Ythdc1*<sup>+/+</sup> (n=7) and *Ythdc1*<sup>Δ/Δ</sup> (n=5).

E. Absolute number of red blood cells (RBC) in peripheral blood from *Ythdc1*<sup>+/+</sup> (n=7) and *Ythdc1*<sup>Δ/Δ</sup> (n=5).

F. Frequency of CMP, MEP and GMP in the bone marrow cells (*Ythdc1*<sup>+/+</sup>, n=7; *Ythdc1*<sup>Δ/Δ</sup>, n = 6 ).

G. Frequency of CLP in the bone marrow cells (*Ythdc1*<sup>+/+</sup>, n=7; *Ythdc1*<sup>Δ/Δ</sup>, n = 6 ).

H. Absolute number of LT-HSC, ST-HSC and MPP in the bone marrow cells (*Ythdc1*<sup>+/+</sup>, n=7; *Ythdc1*<sup>Δ/Δ</sup>, n = 6 ).

I. Absolute number of CMP, MEP and GMP in the bone marrow cells (*Ythdc1*<sup>+/+</sup>, n=7; *Ythdc1*<sup>Δ/Δ</sup>, n = 6 ).

J. Absolute number of CLP in the bone marrow cells (*Ythdc1*<sup>+/+</sup>, n=7; *Ythdc1*<sup>Δ/Δ</sup>, n = 6 ).

Data represent the mean ± SD from n (described above) experiments. \*\*, P<0.01; \*\*\*, P<0.001; \*\*\*\*, P<0.0001.

**Figure S2. YTHDC1 are required to sustain HSCs during ageing**

A. FACS analysis of YTHDC1 protein level in LT-HSC from aged and young mice (n = 4 mice per group).

B. Relative mean fluorescence intensity (MFI) of YTHDC1 in figure S2A (n = 4 mice per genotype).

Data represent the mean  $\pm$  SD from n (described above) independent experiments. \*, P<0.05.

**Figure S3. YTHDC1 and METTL3 double knock-out mice displays dissimilar phenotype with METTL3 knockout mice**

A. The number of bone marrow cells in wild-type (WT), *Ythdc1* <sup>$\Delta/\Delta$</sup> , *Mettl3* <sup>$\Delta/\Delta$</sup>  and *Ythdc1* <sup>$\Delta/\Delta$</sup> *Mettl3* <sup>$\Delta/\Delta$</sup> (DKO) mice (n = 6 mice per genotype).

B. Frequency of ST-HSCs, MPP2, MPP3 and MPP4 in the bone marrow cells (n = 6 mice per group).

C. Absolute number of LT-HSCs, ST-HSCs, MPP2, MPP3 and MPP4 in the bone marrow cells (n = 6 mice per group).

Data represent the mean  $\pm$  SD from n (described above) independent experiments. \*, P<0.05; \*\*, P<0.01; \*\*\*, P<0.001; \*\*\*\*, P<0.0001; ns, not significant.

**Figure S4. Loss of YTHDC1 impairs HSC stemness and affects HSC apoptosis**

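A volcano plot sets the log2 fold change of each gene against its p-value, so that genes far to either side and far up differ most. Of 18234 genes tested with edgeR, 155 were at least 2-fold higher and 204 at least 2-fold lower in *Ythdc1*Δ/Δ HSCs at an unadjusted p of at most 0.05, which are the thresholds of the methods. The lines in the plot stand nearer to 0. With a fold of 1.5, 303 genes were higher and 540 lower, and with no minimum fold 780 were higher and 949 lower. Without *Ythdc1*Δ/Δ sample KO209 there were 472 genes lower by 2-fold and 985 lower by 1.5-fold, and without *Ythdc1*Δ/Δ sample KO176 there were 354 lower by 1.5-fold. Without a filter on low counts 595 genes were higher and 685 lower by 2-fold. *Mcm4*, of the replicative helicase, had a log2 fold change of 0.38 (standard error 0.11), *Egr1*, a transcription factor of the early response to signals, had -0.93 (standard error 0.23), and *Cxcl12*, the chemokine of the HSC niche, had 2.17 (standard error 0.34, adjusted p = 0.0858 from edgeR).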

A. Volcano plot of the transcriptional signature of HSCs in *Ythdc1*<sup>Δ/Δ</sup> relative to *Ythdc1*<sup>+/+</sup> group.

B. The expression of HSC stemness genes in *Ythdc1*<sup>Δ/Δ</sup> HSC and *Ythdc1*<sup>+/+</sup> HSC.

C. GSEA analysis of the transcriptional signature of HSC fingerprint in *Ythdc1*<sup>Δ/Δ</sup> relative to *Ythdc1*<sup>+/+</sup> group.

D. GSEA analysis of the transcriptional signature of WNT signaling pathway in *Ythdc1*<sup>Δ/Δ</sup> relative to *Ythdc1*<sup>+/+</sup> HSC group.

E. Frequency of apoptotic cells (ANNEXIN V+) in the BM cells from *Ythdc1*<sup>+/+</sup> and *Ythdc1*<sup>Δ/Δ</sup> mice after in vitro culture (n = 4 ).

Data represent the mean ± SD from n (described above) dependent experiments. \*\*, P<0.01.

**Fig S5. YTHDC1-mediated microRNA processing in HSC is essential for HSC survival and maintenance**

A. Schematic representation of the lentivirus vectors used to co-overexpress *miR-99b*, *miR-let-7e* and *miR-125a* (OE-3-miR).

B. Capacity of HP1BP3 and DROSHA interaction reduced in the sorted *Ythdc1*<sup>Δ/Δ</sup> compared with that in *Ythdc1*<sup>+/+</sup> HSPCs (Lin<sup>-</sup> c-Kit<sup>+</sup>).

How the deposited data were processed for this re-analysis (not part of the article)

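RNA-seq of sorted bone marrow HSCs from *Ythdc1*Δ/Δ and *Ythdc1*+/+ mice was re-analysed from the count table that the authors deposited. The authors counted read pairs per gene with featureCounts 2.0.1, according to the file's header and the submitters' notes, on GENCODE vM23 genes of mm10 and without regard to strand. The values are whole-number counts, not normalized. The paper's methods name Hisat2 2.0.4, Stringtie 1.3.0 and FPKM, and the FPKM values are not used here. The table holds 55335 genes, of which 55154 have a symbol and 107 share one and were named by their identifier, and 9801 genes have no read. All 12 sample columns were matched to the labels by their titles. Mitochondrial genes had no reads in any library, so a list of 37 mitochondrial transcripts was not tested. Ribosomal protein genes took 3.26% to 4.47% of the counts in *Ythdc1*Δ/Δ and 3.82% to 4.82% in *Ythdc1*+/+ libraries.

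Within a genotype, the libraries of 1 sample number were more alike than others. The correlation across genes of their deviations from the genotype mean was 0.14 to 0.61 over 6 pairs, against -0.62 to -0.19 (median -0.31) over 24 other pairs of the same genotype, and within their genotype all 12 libraries were closest to the library of their own number. Centring on the genotype mean makes the values of other pairs negative in part. Across genotypes the correlation was -0.314 to 0.385, highest between the samples KO209 and WT207, and there 1 library of WT207 was closer to a library of KO209 (0.385) than to its own number (0.364). Genes are not independent replicates, and no p is attached to these values. The counts of each pair differed by more than sampling noise (chi-square per degree of freedom 5.62 to 19.0). The counts of the 2 libraries were therefore summed, and the comparison is of 3 samples against 3.

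Genes were tested with edgeR 4.0.16 (quasi-likelihood fit, robust, without the legacy option) in R 4.3.3, after filterByExpr with a minimum count of 10 and a minimum total of 15 and TMM scaling. The written design left the legacy option open, the fit with it was run first while exploring and called 15 genes, and the fit without it, which calls 25, was made the main one because the list of alternatives names the option as an alternative. The log2 fold change is *Ythdc1*Δ/Δ minus *Ythdc1*+/+, its standard error is derived from the F statistic, and p-values were adjusted by the Benjamini-Hochberg method over 18234 genes. CPM values are means of the 3 summed samples with their SD. Gene lists were tested with limma 3.58.1 on log2 CPM with a prior count of 2 (camera with a correlation of 0.01, camera with an estimated correlation, and fry), and with fgsea 1.28.0 on the log2 fold change. Lists with at least 5 tested members entered, 28 in all, and p-values were adjusted over them. For voomLmFit and DESeq2 1.42.0 the list test used the gene statistics. A list of sex-linked transcripts had 4 tested members and was not tested. Of the 28 lists, camera called 11 with the preset correlation, 7 higher and 4 lower, and 0 with an estimated correlation, where 5 had an unadjusted p under 0.05. Fry called 3 and fgsea 12. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

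The design, the gene lists, the naming rule and the alternatives were fixed before the data were examined. The rule names the genes that the paper names for HSCs, up to 12 genes per direction with the largest change among called genes at 10 CPM or more without overlap between the samples, and up to 4 members of each list with the smallest p. The rule for the largest change gave 4 higher and 2 lower genes. The directions of the paper's genes in its figures had been seen when the rule was written. Exons of 2 genes that overlap cannot be told apart without strand. No called gene had over 20% of its exons in such overlap, as 1393 tested genes did, among them *Ccnd1* and *Bak1*.

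The steps were tested on simulated data. In 5 simulations of the 3 against 3 comparison over 18234 genes, with 200 changed genes each, 8.33% of the genes changed 1.5-fold, 47.2% of those changed 2-fold and 86.5% of those changed 4-fold were recovered. False calls made up 10.6% of all calls, above the nominal 5%. With paired libraries and no effect of genotype, over 15551 genes, testing the 12 libraries as separate samples called 47 to 98 genes, and summing them called at most 2. A list of 50 genes raised 1.3-fold was called by camera and no other list was. On the real data camera called 11 of 28 lists with the preset correlation and 0 with an estimated one. The simulated list therefore does not settle how far the preset p-values hold in the data.

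The alternatives were the 12 libraries as separate samples, voomLmFit with the sample number as a random block, a block for the digit after the number, a term for the range of numbers, RLE and upper quartile scaling, DESeq2, no filter and a stricter filter on low counts, each sample left out in turn, the samples KO176 to WT180 alone, and edgeR's legacy option, and for lists an estimated correlation, fry and fgsea. Chosen after seeing the data were the 12 libraries without a filter, the counts without immunoglobulin genes, and Reactome sets in place of 4 lists. The qPCR, small RNA and transplantation experiments of the paper are not analysed here. The results of some single genes are not reported here.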

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

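The tests on B-lineage segments, on the share of HSCs and on progenitors were chosen after the results they concern had been seen. The results below stand out because they concern genes that the paper does not discuss and that differ from the *Ythdc1*+/+ HSCs, or because a count depends on how samples are formed.

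Immunoglobulin genes make up 5 of the 16 genes higher in *Ythdc1*Δ/Δ HSCs, and the B cell list had a median log2 fold change of 0.60. The constant genes, chosen after their values were seen, were among the abundant transcripts, with *Igkc* at 2094 ± 958 CPM in *Ythdc1*Δ/Δ and 535 ± 196 CPM in *Ythdc1*+/+ HSCs. A lower share of HSCs in the *Ythdc1*Δ/Δ sort would raise the transcripts of every other cell type alike, and the rise of 11 constant genes exceeded that of the granulocyte list by 1.72 (standard error 0.28), or 6.09 standard errors, but these genes were picked because they were raised, and the B cell list, fixed earlier, exceeded the granulocyte list by only 0.17 (standard error 0.20), so a lower share cannot be told apart from B-lineage cells. B-lineage cells in the sort are a candidate source, although the CD117 beads and the lineage gate with B220 should remove most of them. Levels of 136 variable segments were correlated at 0.781 to 0.991 between the 2 libraries of a number and at 0.0366 to 0.424 between numbers. That gap of 0.357 is as clones that differ between samples would give. The called segments *Ighv1-9* and *Igkv8-21* instead split by genotype. *Ighv1-9* was at 9.65 to 18.7 CPM over the *Ythdc1*Δ/Δ samples and at most 0.104 CPM in *Ythdc1*+/+ samples. *Igkv8-21* was at 17.9 to 43.3 CPM against at most 0.249 CPM, while *Iglv1* was at 19.2 CPM or more in every sample. The cause of this split was not tested. Whether more B-lineage cells or more RNA per cell were present stays open.

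The HSC identity list was lower and the cell division list higher in *Ythdc1*Δ/Δ HSCs, and more granulocyte and monocyte progenitors in the *Ythdc1*Δ/Δ sort might account for both. The paper's text does not spell out the gate of the sequenced HSCs. Its LT-HSC gate (Fig. 1F) takes lineage-negative cells with Sca1, c-Kit and CD150 and without CD48 or Flk2, which *Flt3* encodes. A sort by that gate should remove most of these progenitors. Both genotypes held transcripts of the excluded markers. *Cd48* was at 363 ± 29.3 CPM in *Ythdc1*Δ/Δ and 297 ± 49.3 CPM in *Ythdc1*+/+ HSCs, and *Flt3* at 428 ± 35.2 and 363 ± 33.9 CPM. Whether the sequenced cells met the gate was not tested. *Mpo*, an enzyme of their granules, was at 10914 CPM in *Ythdc1*Δ/Δ sample KO176 and at 2064 to 5388 CPM in the other 5 samples. Without sample KO176 the median log2 fold change of *Mpo*, *Elane*, *Prtn3*, *Ctsg* and *Ms4a3* was -0.0724 (mean -0.07, standard error 0.44) against 0.65 with it, while the median of the HSC identity list was -0.26 (adjusted p = 6.5e-14 from limma's camera, 0.335 with an estimated correlation) and that of cell division 0.23 (0.140 with an estimated correlation). The bound written for this test, a median of 0.1, would have excluded the explanation, and it was changed after the result was seen to take in the standard error, which is too large to exclude a rise, so the explanation cannot be told apart from a change within HSCs. With 10 splits of the 6 samples no share under 0.05 can be had: the median of HSC identity was -0.39 by genotype and at most -0.40 in another split, *Ythdc1*Δ/Δ samples KO176 and KO177 with *Ythdc1*+/+ sample WT180, so 2 splits went as far, and that of cell division was 0.26 by genotype, which 1 split reached, and 0.14 in the highest other.

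The 12 libraries as separate samples called 751 genes and the 6 summed samples 25, and a shared source of the libraries of a number is a candidate explanation. Within their genotype all 12 libraries were closest to the library of their own number, so they are not independent samples. In simulated pairs without an effect of genotype, separate libraries called 47 to 98 genes and summing called at most 2. How much of the 751 comes from this dependence is what stays open. The same library sequenced more than once is argued against, since chi-square per degree of freedom between libraries of a number was at least 5.62. The test of a shared source set the median of the other 9 groupings of the 6 numbers against genotype, 5 genes against 751, a ratio of 0.00666. By the bound written beforehand, a ratio under 0.1, the explanation would have been excluded, and that bound was set aside after the result was seen, because groupings that mix numbers put the differences between numbers inside both groups, and 2 other groupings called 742 genes (samples KO176, KO177 and WT178) and 1141 genes (KO176, KO177 and WT180), so the explanation cannot be told apart from an effect of genotype on many genes. For the summed samples 25 genes were called by genotype, which 1 split reached, and 3 in the highest other, and 359 genes passed p of at most 0.05 and 2-fold by genotype against 399 with samples KO176, KO177 and WT180 together, so 2 splits reached that count, which points to a structure of the samples besides genotype, and 10 splits allow no share under 0.05.

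The endothelial and stromal list had a median log2 fold change of 0.62, with *Lepr* at 2.58 and *Adipoq* at 3.16. The granulocyte list had a median of 0.46 (0.21 without *Ythdc1*Δ/Δ sample KO176 and 0.24 without *Ythdc1*+/+ sample WT180). The mast cell and basophil list had a median of 0.47 (0.23 without *Ythdc1*Δ/Δ sample KO176 and 0.74 without *Ythdc1*Δ/Δ sample KO209). *Gpx3* had a log2 fold change of 1.70.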

How the results depend on the processing

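The 12 libraries without a filter, the counts without immunoglobulin genes and the Reactome sets were chosen after seeing the data; the other alternatives were planned. The counts of genes moved by over 1.5 times in 49 of 133 cases. Genes higher and lower at an adjusted p under 0.05 (16 and 9 in edgeR) were 347 and 404 with 12 separate libraries, 42 and 89 with voomLmFit and the number as a random block (correlation within a number 0.477), 34 and 50 with a term for the range of numbers, 10 and 6 with upper quartile scaling, 87 and 134 with DESeq2, 28 and 45 without a filter, 16 and 4 with samples KO176 to WT180, 10 and 5 with the legacy option, and 261 and 373 with 12 libraries without a filter. RLE gave 14 and 9, the strict filter 16 and 10, and the counts without immunoglobulin genes 13 and 10. The digit after the number, as a replicate block over 12 libraries, gave 328 and 389. The correlation of the differences between digits was -0.01 to 0.27 over pairs of numbers, and within its genotype each library correlated best with its own number. Of the 25 called genes, 22 of 22 tested stayed called with 12 libraries and 22 with voomLmFit, 24 with the range term and 24 of 24 with DESeq2, 23 with RLE, 15 with upper quartile, 22 without a filter, 25 with the strict filter, 15 with the legacy option and 8 with samples KO176 to WT180, and 17, 4, 23, 1, 3 and 1 without samples KO176, KO177, KO209, WT178, WT180 and WT207. *Ighv1-9* alone stayed called in all of them. Genes at 2-fold (155 and 204) numbered 133 lower with 12 separate libraries and with the replicate block, 595 and 685 without a filter, 356 lower with samples KO176 to WT180, and 744 and 875 with 12 libraries without a filter. At 1.5-fold (303 and 540) there were 757 and 1044 without a filter and 949 and 1343 with 12 libraries without a filter. Stemness genes past the threshold (0) were 6 with 12 separate libraries, 4 with voomLmFit, 5 with the replicate block, 4 with DESeq2, 1 without a filter and 4 with 12 libraries without a filter.

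With 1 sample left out, called genes ranged over 1 to 30 higher and 0 to 51 lower, 2-fold genes over 163 to 217 and about 1.8e+02 to 472, 1.5-fold genes over 270 to 424 and 354 to 985, and stemness genes over 0 to 3. The 0 lower genes in edgeR came without sample KO177, WT178 or WT207, where 819, 760 and 678 were lower at an unadjusted p under 0.05. The adjusted p in camera ranged over 0.117 to 0.740 for apoptosis, 0.467 to 0.918 for WNT, 0.283 to 0.752 for T and NK cells, 1.1e-08 to 0.473 for interferon, 0.0164 to 0.820 for monocytes, 0.311 to 0.978 for miR-99 targets, 0.214 to 0.891 for growth factor response and 8.0e-06 to 0.793 for ribosomal proteins, each with a change of direction, and the log2 fold change over -0.47 to 0.00759 for *Bmf*, -0.0910 to 0.52 for *Cdkn1a*, -0.0339 to 0.0915 for *Hp1bp3* and -0.10 to 0.15 for *Klf13*. With an estimated correlation the adjusted p was 0.315 for DNA replication, 0.184 for cell division and 0.252 for HSC identity, and in fry 0.160 for DNA replication and 0.101 for HSC identity. The T and NK list turned with 12 separate libraries (0.898), voomLmFit (0.915), the replicate block (0.906), the range term (0.890), no filter (0.814), the strict filter (0.983) and fry (0.965), and miR-125b targets with 12 separate libraries (0.997) and the replicate block (0.906). With samples KO176 to WT180 the interferon (0.975) and ribosomal lists (0.0792) turned, in fgsea miR-99 targets (0.993), and with Reactome sets WNT (0.478), while apoptosis passed (0.0193, and 0.567 with an estimated correlation). Other list results stayed the same in 452 cases, weakened in 30 and strengthened in 25, and of 92 named genes 4 changed sign in any alternative. *Ythdc1* stayed lower and short of the threshold in all, at a log2 fold change of -0.37 to -0.18. The legacy option does not enter list tests. Where results changed, the cause was not tested.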

Differences from the paper's values

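The setting of 12 libraries without a filter and the Reactome sets were chosen after the values were seen. The paper's count of differentially expressed genes is 1345. At the paper's stated thresholds (2-fold and p of at most 0.05) 359 genes passed here, and 843 with the 1.5-fold lines of Fig. S4A, for which the paper states no number. At 2-fold, of the alternatives fixed before the data were examined, no filter on low counts comes within 1.5 times of the paper's count (1280 genes) and all others do not. At 1.5-fold the range term (996), no filter (1801), the fits without *Ythdc1*Δ/Δ sample KO177 (915) or KO209 (1409) and samples KO176 to WT180 alone (1146) come within it and the others do not. The 12 libraries without a filter, chosen after seeing the values, gave 1619 genes at 2-fold; the paper's called genes are not used here, so how many of them it drops is not known.

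The paper shows about 580 genes higher and about 760 lower in Fig. S4A, read by eye. Here 155 and 204 passed at 2-fold, and 303 higher at 1.5-fold, where 540 lower is within 1.5 times of the paper's. No filter came within it at 2-fold (595 and 685), and so did the 12 libraries without a filter (744 and 875), chosen after seeing the values, and no other alternative did. For higher genes at 1.5-fold, no filter (757) and the fit without *Ythdc1*Δ/Δ sample KO209 (424) did, and no other did. The paper shows about 40000 genes without a difference in Fig. S4A, read by eye, against 17875 here; no filter (44254) and the 12 libraries without a filter (43915) came within it, and the other alternatives did not.

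The paper states that stemness genes were significantly lower. Of its 15 genes 14 were lower here, and 0 passed the adjusted p over all genes in edgeR, 9 at an unadjusted p under 0.05 and 6 adjusted over the list alone. DESeq2 and voomLmFit called 4 each, the replicate block 5, the 12 separate libraries 6, no filter 1, the 12 libraries without a filter 4 and the fit without *Ythdc1*Δ/Δ sample KO209 called 3. The other settings called none.

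The paper states that its differential genes are enriched for terms of cell death and migration. The lists written here in their place were not called by camera (adjusted p 0.549 and 0.177) or by fry in either direction (adjusted p 0.525 and 0.107). Camera and fry ask whether a whole list shifts, while the paper asked which terms are enriched among its differential genes. No test of that kind is reported here, so these results do not contradict the paper's statement. The Reactome set for apoptosis, chosen after the values were seen, was called (94 of 139 genes higher, adjusted p = 0.0193 from limma's camera, 0.567 with an estimated correlation), and over all alternatives the apoptosis list spanned 0.0193 to 0.992. The lists for cell division and DNA replication pointed higher and that for HSC identity lower, the paper's direction. Ranked by log2 fold change, as in the paper's GSEA, each was called by fgsea (adjusted p 2.7e-08, 4.1e-05 and 5.7e-11). Each was also called by limma's camera with a preset correlation (adjusted p 7.4e-24, 1.2e-14 and 1.0e-16). None was called with an estimated correlation (adjusted p 0.184, 0.315 and 0.252 from limma's camera). In fry cell division was called (adjusted p 0.0314), and DNA replication (0.160) and HSC identity (0.101) were not.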

Other observations

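The tests on lists of reticular, macrophage and plasma cell transcripts were written before most of those genes were looked at but after the called genes were seen. Platelet and megakaryocyte genes were lower in *Ythdc1*Δ/Δ HSCs, all 14 of 14, with a median log2 fold change of -0.53 (adjusted p = 4.4e-09 from limma's camera, 0.252 with an estimated correlation). *Rab27b*, a GTPase of platelet granules, had -0.71 (standard error 0.18) and *Gp9*, a platelet receptor subunit, had -0.53 (standard error 0.15). None passed over all genes in edgeR, 6 had an unadjusted p under 0.05, 5 passed adjusted over the list alone and DESeq2 called 3. The list shares *Vwf* and others with HSC identity. Immediate early genes, which respond within minutes to signals or to handling of cells, were lower in 26 of 33 cases, with a median of -0.45 (adjusted p = 2.1e-08 from limma's camera, 0.256 with an estimated correlation). *Fosb* had -0.80 (standard error 0.20), *Ppp1r15a* -0.80 (standard error 0.20) and *Ier3* -0.55 (standard error 0.14). None passed over all genes in edgeR, 14 were lower at an unadjusted p under 0.05, 12 adjusted over the list alone, and DESeq2 called 7.

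Interferon-response genes split by sample and not by genotype (adjusted p = 0.50 from limma's camera). The score of the list, a mean log2 CPM relative to all samples, was 0.77 in *Ythdc1*Δ/Δ sample KO176 and 0.77 in *Ythdc1*+/+ sample WT180, 0.07 in KO177 and 0.02 in WT178, -0.91 in *Ythdc1*Δ/Δ sample KO209 and -0.72 in *Ythdc1*+/+ sample WT207. The list was called lower without sample KO176 (1.1e-08) or WT207 (1.6e-06) and higher without KO209 (0.000917) or WT180 (0.00430), and its adjusted p spanned 1.1e-08 to 0.993 over the alternatives. pIpC induces interferon, and the samples with the highest numbers, KO209 and WT207, had the lowest scores. Monocyte and dendritic markers went apart: *C1qb*, of complement, had 0.84 (standard error 0.19), *H2-Aa* and *H2-Eb1*, of MHC class II, had -0.71 (standard error 0.13) and -0.66 (standard error 0.19). The list had 13 of 19 higher (adjusted p = 0.177 from limma's camera, and 0.00648 in fry for change in either direction). It was called without *Ythdc1*Δ/Δ sample KO209 (0.0164), with a term for the range of numbers (0.0359) and with samples KO176 to WT180 alone (0.00281). In fgsea it was called as well (0.0253). It pointed down without *Ythdc1*Δ/Δ sample KO176 (0.820), within 0.00281 to 0.820 over the alternatives.

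Among other B-lineage genes, *Cd79a*, of the B cell receptor, had 1.00 (standard error 0.16, adjusted p = 0.0622 from edgeR), *Dntt*, the terminal transferase of lymphoid progenitors, 0.63 (standard error 0.14), *Blnk* 0.72 (standard error 0.18) and *Ighm*, the mu chain, 1.49 (standard error 0.27). Of 9 mast cell and basophil markers 6 were higher (adjusted p = 0.00740 from limma's camera, 0.379 with an estimated correlation), with *Cma1* and *Tpsb2*, mast cell proteases, at 1.76 and 2.70 CPM in *Ythdc1*Δ/Δ against 0.239 and 0.113 CPM in *Ythdc1*+/+ HSCs. None passed over all genes in edgeR, 2 were higher at an unadjusted p under 0.05, 2 adjusted over the list alone, and DESeq2 called 2. The median was 0.23 without *Ythdc1*Δ/Δ sample KO176 and 0.74 without *Ythdc1*Δ/Δ sample KO209. Without *Ythdc1*Δ/Δ sample KO176 its adjusted p was 0.102, within 1.1e-05 to 0.407 over the alternatives. Erythroid markers (13 of 18 higher) were not called by limma's camera with all samples (adjusted p = 0.171). They were called without *Ythdc1*+/+ sample WT207 (0.0102, within 0.0102 to 0.601 over the alternatives) and in fgsea with all samples (0.0203). T and NK markers (7 of 17 higher, adjusted p = 0.960, median -0.13, test up) were not called.

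Cells of other kinds in the *Ythdc1*Δ/Δ sort may contribute, and lists of further transcripts, most of them not looked at before, were tested as hypotheses with limma's camera and an estimated correlation. The adjustment over these 3 lists was added after the values were seen, and it is milder than that over the 28 other lists, none of which was called with an estimated correlation. Of 22 reticular stromal transcripts 15 were higher (median log2 fold change 0.69, unadjusted 0.0184 and adjusted p over these 3 lists = 0.0438 from limma's camera, 9 adjusted over the list alone), with 6 over 5 CPM in *Ythdc1*+/+ HSCs and 2 in an earlier list. The abundant *Igfbp4* was at 570 ± 62.0 CPM against 479 ± 64.8 CPM, *Trf* at 264 ± 38.7 against 276 ± 28.5 CPM and *Hp*, which neutrophils also express, at 155 ± 70.8 against 86.7 ± 7.60 CPM, while *Arrdc4* was at 20.7 against 22.7 CPM and *1500009L16Rik* at 20.1 against 22.8 CPM. Of 12 plasma cell transcripts 9 were higher (median 0.40, unadjusted 0.0292 and adjusted p = 0.0438 from limma's camera, 2 adjusted over the list alone), with 1 in an earlier list, *Txndc5* at 160 ± 16.4 against 137 ± 20.5 CPM and *Creld2* at 156 ± 22.9 against 122 ± 24.8 CPM, while *Tnfrsf13b* was at 105 against 105 CPM, *Fkbp11* at 29.2 against 26.8 CPM and *Ell2* at 5.54 against 6.59 CPM. *Jchain* and *Igha*, chosen after their values were seen, were at 289 against 73.1 CPM and 217 against 63.0 CPM. Of 16 macrophage transcripts 11 were higher (median 0.36, unadjusted 0.164 and adjusted p = 0.164 from limma's camera), 1 was in an earlier list, and the abundant *Apoe* was at 387 ± 116 against 571 ± 97.0 CPM, *Sdc3* at 19.1 against 14.4 CPM, *Cd163* at 15.0 against 12.3 CPM, *Axl* at 9.76 against 10.2 CPM and *Slc40a1* at 8.73 against 6.25 CPM, which leaves macrophages open. The methods enrich marrow for CD117 with magnetic beads before the sort, which would remove most stromal, plasma and B cells, and the lineage gate holds CD11b and B220, which would remove most macrophages and B cells.

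The paper's qPCR was on LT-HSCs of 3 mice per genotype, and in the RNA-seq libraries *Ccnd1* had a log2 fold change of 0.92 (standard error 0.25, adjusted p = 0.298 from edgeR) and *Bak1* 0.69 (standard error 0.36, adjusted p = 0.582 from edgeR), both with over 20% of exons in overlap with other genes. The rise of *Bak1* rested largely on *Ythdc1*Δ/Δ sample KO176, at 4.80 CPM. Samples KO177 and KO209 were at 1.93 and 2.12 CPM, and the *Ythdc1*+/+ samples were at 1.46, 1.91 and 2.03 CPM. *Drosha* had a log2 fold change of 0.20 (standard error 0.13) and *Cdkn1a* 0.21 (standard error 0.49), which turned negative in some samples left out. *Hp1bp3* had 0.02 (standard error 0.12), *Mettl3* -0.09 (standard error 0.12), *Bmf* -0.24 (standard error 0.31) and *Klf13* 0.02 (standard error 0.16); none of these 8 passed in edgeR. Reported targets of miR-125b (16 of 27 higher, adjusted p = 0.50), of miR-99 (10 of 17, 0.728) and of let-7 (21 of 35, 0.116) were not called by limma's camera. In a list of microRNA gene models and host transcripts, of which most tested members are short microRNA models at low levels, 19 of 26 were lower (adjusted p = 0.0539 from camera, 0.256 with an estimated correlation, 0.0314 from fry), within 0.00536 to 0.598 over the alternatives. The list was called in camera without samples KO176 (0.00536), KO177 (0.00943), KO209 (0.0284), WT180 (0.0419) or WT207 (0.0117). It was also called with voomLmFit and the number as a random block (0.0421), with RLE scaling (0.0456) and with samples KO176 to WT180 alone (0.0412). The host transcript *Mir142hg* had a log2 fold change of -0.52 (standard error 0.14). The libraries were of polyadenylated RNA, so the counts of this list are no measure of mature microRNAs. In the paper's qPCR the primary transcripts of the microRNAs it tested were higher and the mature forms lower in *Ythdc1*Δ/Δ HSCs. MicroRNA processing genes (17 of 27 higher, adjusted p = 0.177) were not called.

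In a list written for m6A writers, erasers and readers 22 of 27 genes were higher (adjusted p = 0.0138 from limma's camera, 0.379 with an estimated correlation). The median was 0.11, and 0.0493 without *Ythdc1*Δ/Δ sample KO176 and 0.17 without *Ythdc1*Δ/Δ sample KO209. The call was lost without *Ythdc1*Δ/Δ sample KO176 (0.0743) or *Ythdc1*+/+ sample WT180 (0.160), within 0.000821 to 0.379 over the alternatives. The list also holds the splicing factors *Srsf10* and *Srsf3*, with log2 fold changes of 0.26 and 0.23, and leaves out *Ythdc1*. Its reader *Ythdc2* had -0.26. The other lists were not called by limma's camera. For G1 cyclins and inhibitors 12 of 24 were higher (adjusted p = 0.624), and for p53 targets 24 of 43 were lower (0.116). For inflammatory response 35 of 56 were higher (0.116) and for growth factor response 32 of 59 (0.645). For ribosomal proteins 53 of 83 were lower (0.116). The inflammatory list was called without *Ythdc1*Δ/Δ sample KO209 (0.0374) and with no filter on low counts (0.0218), within 0.0218 to 0.740 over the alternatives. In fgsea the inflammatory list was called as well (0.0347). The ribosomal list was called lower without *Ythdc1*Δ/Δ samples KO176 (8.0e-06) or KO177 (0.000271) or *Ythdc1*+/+ sample WT207 (0.0201) and higher without *Ythdc1*Δ/Δ sample KO209 (0.00568), within 8.0e-06 to 0.886. In Reactome sets, chosen after seeing the data, 81 of 98 replication genes and 175 of 218 M phase genes were higher (adjusted p = 2.1e-08 and 1.4e-10 from limma's camera, 0.476 and 0.394 with an estimated correlation), and 71 of 128 WNT genes (0.478).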
